# The Inducible Response of the Nematode *Caenorhabditis elegans* to Members of Its Natural Microbiota Across Development and Adult Life

**DOI:** 10.3389/fmicb.2019.01793

**Published:** 2019-08-07

**Authors:** Wentao Yang, Carola Petersen, Barbara Pees, Johannes Zimmermann, Silvio Waschina, Philipp Dirksen, Philip Rosenstiel, Andreas Tholey, Matthias Leippe, Katja Dierking, Christoph Kaleta, Hinrich Schulenburg

**Keywords:** *Caenorhabditis elegans*, microbiota, *Ochrobactrum*, transcriptomics, RNA-Seq, metabolic network model

## Abstract

The biology of all organisms is influenced by the associated community of microorganisms. In spite of its importance, it is usually not well understood how exactly this microbiota affects host functions and what are the underlying molecular processes. To rectify this knowledge gap, we took advantage of the nematode *Caenorhabditis elegans* as a tractable, experimental model system and assessed the inducible transcriptome response after colonization with members of its native microbiota. For this study, we focused on two isolates of the genus *Ochrobactrum*. These bacteria are known to be abundant in the nematode’s microbiota and are capable of colonizing and persisting in the nematode gut, even under stressful conditions. The transcriptome response was assessed across development and three time points of adult life, using general and *C. elegans*-specific enrichment analyses to identify affected functions. Our assessment revealed an influence of the microbiota members on the nematode’s dietary response, development, fertility, immunity, and energy metabolism. This response is mainly regulated by a GATA transcription factor, most likely ELT-2, as indicated by the enrichment of (i) the GATA motif in the promoter regions of inducible genes and (ii) of ELT-2 targets among the differentially expressed genes. We compared our transcriptome results with a corresponding previously characterized proteome data set, highlighting a significant overlap in the differentially expressed genes, the affected functions, and ELT-2 target genes. Our analysis further identified a core set of 86 genes that consistently responded to the microbiota members across development and adult life, including several C-type lectin-like genes and genes known to be involved in energy metabolism or fertility. We additionally assessed the consequences of induced gene expression with the help of metabolic network model analysis, using a previously established metabolic network for *C. elegans*. This analysis complemented the enrichment analyses by revealing an influence of the *Ochrobactrum* isolates on *C. elegans* energy metabolism and furthermore metabolism of specific amino acids, fatty acids, and also folate biosynthesis. Our findings highlight the multifaceted impact of naturally colonizing microbiota isolates on *C. elegans* life history and thereby provide a framework for further analysis of microbiota-mediated host functions.

## Introduction

All multicellular organisms live in close association with microbial communities, the so-called microbiota (McFall-Ngai et al., 2013). The microbiota appears to influence various biological functions of the host, for example food digestion and metabolism (Nicholson et al., 2012), development (Sampson and Mazmanian, 2015), immune defense (Tilg and Moschen, 2015), and aging (Heintz and Mair, 2014). It is also often linked to disease, such as obesity (Shen et al., 2013), liver cirrhosis (Abu-Shanab and Quigley, 2010), and even cancer (Garrett, 2015). However, the microbiota’s involvement in determining host traits is often based on correlation and exact information on its causal effects is usually absent due to missing possibilities for experimental manipulation. Well-established animal models may allow for such manipulations. Previous work with the fruitfly *Drosophila melanogaster* has indeed used an experimental approach to dissect the microbiota’s influence on host functions. These studies revealed that the microbiota affects gut morphology and physiological functions through changes in epithelial renewal rate, cellular spacing, and the distribution of different cell types in the epithelium (Broderick et al., 2014), that host genotype interacts with the microbiota to determine *Drosophila* nutritional state, as inferred from lipid content (Chaston et al., 2016), and that specific microbiota members enhance development and increase fly fitness (Pais et al., 2018). Moreover, microbiota members were demonstrated to interact with each other to influence host behavior, specifically olfactory and egg laying behaviors, mediated mainly through the odorant receptor *Or42b* (Fischer et al., 2017).

Another widely used model organism is the nematode *Caenorhabditis elegans*. Its native microbiota includes a species-rich community of mainly Gammaproteobacteria and Bacteriodetes, including taxa from the genera *Enterobacter*, *Pseudomonas*, and *Ochrobactrum* (Berg et al., 2016a; Dirksen et al., 2016; Samuel et al., 2016; Zhang et al., 2017). Most of the associated bacteria can be cultivated and are hence available for experimentation. Some of the cultivable isolates were already used to demonstrate their influence on *C. elegans* fitness under stress conditions, for example changes in nematode population growth under high osmolarity or temperature stress (Dirksen et al., 2016). Moreover, several distinct bacteria such as isolates of the genera *Pseudomonas*, *Enterobacter*, and *Gluconobacter*, were identified to enhance *C. elegans*’ immune defense against pathogens (Montalvo-Katz et al., 2013; Berg et al., 2016b, 2019; Dirksen et al., 2016; Samuel et al., 2016; Kissoyan et al., 2019). To date, it is yet unclear how exactly the microbiota affects host molecular mechanisms to influence *C. elegans* life history characteristics.

The objectives of the current study were to fill this knowledge gap and obtain first insights into the effects of microbiota representatives on *C. elegans* molecular processes. For this study, we focused on two microbiota members of the genus *Ochrobactrum*, the isolates MYb71 and MYb237. These bacteria show the particular ability to colonize the nematode gut, even under adverse environmental conditions, and thereby form persistent associations with *C. elegans* (Dirksen et al., 2016). To assess the bacteria’s influence on the host, we performed a whole-genome transcriptome analysis across nematode development and adult life, using RNA sequencing. We used complementary types of enrichment analysis, including usage of a *C. elegans*-specific gene expression database (i.e., WormExp; Yang et al., 2015b) and an assessment of over-represented transcription factor binding sites (Shi et al., 2011), in order to characterize the affected biological functions and the signaling processes likely involved. We further compared our new data with a recently published proteome analysis of related material (Cassidy et al., 2018), in order to evaluate whether the inducible transcriptome and proteome are consistent with each other and point to similar underlying processes. We further used the expression data for a reconstruction of the inducible metabolic activities in the worm gut, using the recently established metabolic network for *C. elegans* (Gebauer et al., 2016).

## Materials and Methods

### *C. elegans*, Bacteria Strains, and Phenotypic Assays

The canonical *C. elegans* laboratory strain N2 was used for all assays and generally maintained following standard procedures (Stiernagle, 2006). N2 was originally obtained from the CGC (Caenorhabditis Genetics Center), which is funded by NIH (National Institutes of Health) Office of Research Infrastructure Programs (P40 OD010440). We focused on this particular strain for our first analysis of the inducible *C. elegans* response, because it is well characterized under laboratory conditions and almost universally used across *C. elegans* laboratories, thus allowing us to compare our results with the comprehensive literature on N2.

Three bacterial strains were used. The two Gram-negative bacteria *Ochrobactrum anthropi* strain MYb71 and *Ochrobactrum pituitosum* strain MYb237 are members of the native microbiota of *C. elegans*, obtained from the *C. elegans* isolate MY316 collected from a rotten apple in Kiel, Germany (Dirksen et al., 2016). The bacteria were freshly thawed for each experiment and cultured for 2 days at 25°C on tryptic soy agar (TSA). Fresh colonies were used to produce liquid cultures in tryptic soy broth (TSB) at 28°C in a shaking incubator for approximately 42 h. The *Escherichia coli* strain OP50 was used as a control and cultured in TSB at 37°C in a shaking incubator overnight.

The induction of gene expression *in vivo* for ELT-2 down-stream target genes *spp-3* and *spp-5* was determined using transcriptional reporter strains. The promoters of *spp-3* (intergenic region between *spp-3* and *spp-2*) and *spp-5* (∼1.7 kb upstream of open reading frame) were amplified from genomic DNA (primer sequences upon request) and fused to the GFP amplicon of the Fire vector pPD95.75 by fusion PCR [pPD95_75 was a gift from Andrew Fire; Addgene plasmid # 1494^1^; RRID:Addgene_1494; (Hobert, 2002)]. The fusion constructs were injected into the gonads of young adult worms at a concentration of 10 ng/μl into mutant strain HT1593, *unc-119(ed3)* from the CGC. As co-injection marker, the *unc-119* rescue plasmid pPK605 at a concentration of 20 ng/μl was employed (pPK605 was a gift from Patricia Kuwabara, Addgene plasmid # 38148^2^; RRID:Addgene_38148).

For comparing the gene expression in the transgenic strains worms were exposed to MYb71, MYb237, or OP50 from the L4 stage for 24 h. Randomly picked worms were immobilized by 25 mM tetramisole and grouped on agar slides. Pictures were taken with a fixed exposure time using Zeiss Axio Observer Z.1(Carl Zeiss AG, Jena, Germany) und assembled with ImageJ (Version 1.52g) package Fiji (Schindelin et al., 2012).

To analyze the involvement of *elt-2* on *C. elegans* fitness, we exposed an *elt-2* overexpression strain and its control (Mann et al., 2016) to MYb71, MYb237, or *E. coli* OP50. Assay plates without peptone (peptone-free medium, PFM) were inoculated with a bacterial suspension in PBS at OD_600_ 10. Individual L4 worms were placed onto the bacterial lawn, transferred every day to fresh plates until they stopped laying eggs. The hatched offspring per individual worm was scored daily and added up to the total number of hatched offspring per worm. Replicates with worms that died before the end of their egg laying period were excluded. Statistical analyses were performed using R Studio (Version 1.0.136) and the “multcomp” package (Hothorn et al., 2015).

### Transcriptomic Analysis of the Inducible *C. elegans* Response by RNA-Seq

N2 worms were maintained for a minimum of two generations on PFM plates inoculated with the bacteria used for the experiments in order to allow adjustment to the bacteria. The transcriptome of *C. elegans* N2 was analyzed for six time points to cover various life stages: 6 h (second larval stage, L2), 24 h (L3), 48 h (L4), 72 h (1-day old adults, Ad1), 120 h (3-day old adults, Ad3) and 216 h (7-day old adults, Ad7). The worms were grown on 9 cm PFM plates with a 700 μl bacterial lawn (OD_600_ 10) of either MYb71, MYb237, or *E. coli* OP50. The worm stage was synchronized by bleaching. For each replicate 500 to 2000 synchronized hermaphrodites at the first larval stage (L1) were pipetted onto the bacterial lawn. The worms were maintained at 20°C and harvested after the indicated periods. To separate the initially added worms from their offspring and to ensure sufficient food, worms were transferred to new plates every 2 days starting from first day of adulthood. Worm stages which did not produce eggs (L2, L3, and L4) were washed from the plates with M9 buffer and centrifuged to obtain a worm pellet. The supernatant was removed and 700 μl TRIzol^TM^ (Thermo Fisher Scientific, Waltham, MA, United States) was added. Adult worms of Ad1, Ad3, and Ad7 were picked directly into 700 μl TRIzol^TM^ to separate the initially placed worms from their offspring. All worms in TRIzol^TM^ were five times frozen in liquid nitrogen and thawed at 46°C in a thermo shaker to break open the cuticle. Subsequently, the samples were frozen and stored at −80°C until the total RNA was extracted using the NucleoSpin RNA Kit (Macherey-Nagel, Düren, Germany). The transcriptome was analyzed for three replicates from independent runs of the exposure experiment. The only exception refers to L2 nematodes exposed to MYb237, for which only two independent replicates had sufficient amounts of RNA. All assays were performed without current knowledge of strain identity by using codes for labeling of plates and tubes that do not directly relate to the treatment and thereby leaves the experimenter unbiased during performance of the laboratory work. In addition, all treatment combinations were evaluated in parallel and in randomized order to further avoid any observer bias. RNA libraries were prepared for sequencing using standard Illumina protocols (TruSeq RNA v2; catalog number RS-122-2001). Libraries were sequenced on an Illumina HiSeq 2000 sequencing machine with paired-end strategy at read length of 100 nucleotides (HiSeq 3000/4000 PE and SBS Cluster Kits; catalog numbers PE-410-1001, FC-410-1003). The raw data is available from the GEO database (Edgar et al., 2001; Barrett et al., 2012) under the GSE number GSE111364.

After removal of adaptor sequences and low quality reads via Trimmomatic (Bolger et al., 2014), RNA-Seq reads were mapped to the *C. elegans* genome (Wormbase version WS235^3^) by STAR 2.5.3a (Dobin et al., 2013) under default settings. Transcript abundance (read counts per gene) was extracted via HTSeq (Anders et al., 2015). Differential expression analysis was performed by aFold from ABSSeq (Yang et al., 2016b). The log2 transformed fold-changes (*Ochrobactrum* vs. *E. coli* OP50) were taken as input for K-means cluster analysis using cluster 3.0 (de Hoon et al., 2004). We assessed variation in gene expression with the help of K-means cluster analysis, because this approach allows us to identify distinct groups of genes with similar expression patterns (D’haeseleer, 2005; Uygun et al., 2016) that are likely regulated through the same transcription factor(s) or other regulatory element(s). The identified distinct gene sets are then best suited for subsequent down-stream analyses, such as analysis of enriched transcription factor binding sites or enriched functions (see below). We compared different numbers of K-means clusters using the Akaike information criterion (Kodinariya and Makwana, 2013), in order to identify the most appropriate cluster number for our data (i.e., the one with lowest AIC value; Supplementary Figure S1). A heat map was generated by TreeView version 1.1.4r3 (Saldanha, 2004). Core *Ochrobactrum* responsive genes were detected via aFold using a linear model with the factors bacterial treatment and developmental time, in order to account for variation due to colonization with the different bacteria and also due to different developmental and adult life stages.

### Gene Ontology, Gene Set, and Motif Enrichment Analysis

Gene ontology (GO) analysis was performed using DAVID with a cut-off of FDR < 0.05 (Huang et al., 2009). A taxon-specific gene set enrichment analysis was performed using WormExp (Yang et al., 2015b), a web-based analysis tool for *C. elegans*, containing all of the available gene expression data sets for this nematode, thus allowing characterization of species-specific expression patterns. Only gene sets with FDR < 0.05 were considered to be significant. Motif analysis was carried out on the promoter regions, −600 bp and 250 bp relative to transcription start sites (TSS), of genes in each group. *De novo* motif discovery was performed using AMD (Shi et al., 2011).

### Transcriptome-Proteome Comparison

We compared our transcriptome results with the corresponding, previously published proteome data employing an isobaric labeling/LC-MS approach (Cassidy et al., 2018). The proteome data was generated from exposure experiments that were performed in almost identical form than those used for the transcriptome analysis. The main differences were that for the proteomics approach worms were grown on 15 cm plates (instead of 9 cm plates), Merck filters were used to separate larvae from the focal nematodes (instead of individual transfer of the focal worms with the help of worm-pickers), and only a single time-point was included, namely the young adult stage (i.e., after 72 h exposure of worms to the bacteria).

### Metabolic Network Analysis

Context-specific metabolic networks based on transcriptomic and proteomic data were reconstructed as described previously (Gebauer et al., 2016). Briefly, we used a two-step procedure in which first gene expression states were binarized into *on* and *off* and subsequently these states were used to derive activity of metabolic pathways through mapping to a genome-scale reconstruction of *C. elegans* metabolism using the iMAT procedure (Zur et al., 2010). In the first step, the procedure uses false discovery rate-adjusted *p*-values and fold-changes from differential expression analyses of the transcriptomic data to derive for each time point and condition the most likely activity state of a gene. While in the original procedure (Gebauer et al., 2016) this only involved comparisons to adjacent time points, we extended the approach by also comparing, for each time point, gene expression between all conditions. Differential gene expression analysis was performed using DESeq2 with standard parameters (Love et al., 2014). Only genes for which at least one comparison yielded an adjusted *p*-value below 0.05 across all comparisons were considered for the second step. The expression state of all other genes was left open in the second step of the analysis. In the second step, the iMAT-procedure (Zur et al., 2010) is used to derive a context-specific metabolic network that obeys the constraints of the network (steady state, flux bounds), maximizes the utilization of reactions associated with genes determined as *on* in the first step and minimized the utilization of reactions associated with genes determined as *off*. To determine changes in the activity of metabolic pathways, we used the subsystem annotation of each reaction present in the network reconstruction and counted the number of active reactions associated with each pathway for each condition and time point.

We next identified key enzymes involved in the response to bacterial colonization, using the metabolic transformation algorithm [MTA, (Yizhak et al., 2013)]. The metabolic transformation algorithm is able to identify reaction knockouts that are best able to transform a metabolic network from a given source state to a desired target state. We modified MTA in two points. First, we used the context-specific metabolic networks we reconstructed as described above as source state instead of the purely iMAT-derived metabolic networks used in the original approach (Yizhak et al., 2013) to maximize comparability of the identified key enzymes to the context-specific metabolic networks we derived. Second, to facilitate interpretation, we did not consider single-reaction knockouts but rather gene knockouts. Thus, we did not assess the ability of knockouts of specific reactions to move the source network toward the target state but rather we performed knockouts on the level of genes. Thus, we tested for each metabolic gene present in the reconstruction whether its knockout blocked any reaction and performed MTA on the metabolic network after constraining the flux through all correspondingly blocked reactions to zero.

We performed two sets of MTA runs on the transcriptomic and the proteomic data: one for the transition between growth of either *Ochrobactrum* species to growth on *E. coli* OP50 and vice versa. For each set of runs we performed MTA runs for every time point and each comparison. Thus, for the analysis of the metabolic transition between growth on *Ochrobactrum* to growth on *E. coli* OP50, we considered for each time point either of the two *Ochrobactrum*-growth specific metabolic networks as source state and the *E. coli* OP50-specific metabolic network as target state. MTA returns for each gene a score indicating to which extent the knockout of this gene shifts the source state toward the target state. Moreover, MTA determines a threshold score at which the knockout of a gene is considered to lead to a significant shift toward the target state. Since the absolute values of MTA-scores change between runs (but rarely their order), we summarized each run by setting all runs with an MTA-score equal or below the cut-off threshold to zero, replacing the remaining scores with their rank in the ordered list and normalizing values to a maximum of 1 (highest MTA score) and a minimum of 0. For each comparison we performed five bootstrap runs in which we randomly removed 10% of gene expression values before performing MTA to assess robustness of results. MTA-scores were summarized through averaging the rank-normalized scores for each gene across all runs of a set and subsequent normalization of scores to a range from 0 to 1. Subsequently, an overall MTA score for each gene was determined by summing MTA-scores for the transition from growth on *Ochrobactrum* to growth on *E. coli* OP50 using transcriptomic and proteomic data and subtracting the scores for the opposite transition. As a result, we obtained an overall MTA score which is positive if a gene mediates the transition from growth on *Ochrobactrum* to growth on *E. coli* OP50 and negative in the other direction.

## Results and Discussion

### Transcriptional Variation Is Determined by Nematode Development and Microbial Exposure

The *C. elegans* microbiota isolates *Ochrobactrum* MYb71 and *Ochrobactrum* MYb237 are able to efficiently colonize the nematode gut [Figure 1A and Supplementary Movie S1, and also Dirksen et al. (2016)]. To assess the effects of MYb71 and MYb237 on molecular processes in the *C. elegans* host, we performed transcriptome analysis using RNAseq across three developmental stages (L2, L3, and L4) and three time points during adulthood (day 1, day 3, and day 7). 

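N2, the laboratory wild type of C. elegans, was raised from synchronized first-stage larvae on plates of OP50 or of an Ochrobactrum isolate, and polyadenylated RNA of whole worms was sequenced. Of the 64 libraries of a single bacterium, 20 are of worms on OP50, 24 of worms on MYb71 and 20 of worms on a second Ochrobactrum isolate, which the sample labels call MYb65 and the paper MYb237. The fold changes that Table S1 gives for MYb237 were compared with those of the libraries by a median absolute deviation. This is the median size of the log2 differences after the median difference over genes has been subtracted. It was 0.0201 to 0.107 over the 6 stages for the libraries labelled MYb65, against 0.171 to 0.43 for those labelled MYb71. MYb65 below therefore stands for the MYb237 of the paper. The paper gives 6, 24, 48, 72, 120 and 216 h as sampling times of L2, L3, L4 and of adults on day 1, 3 and 7 (Ad1, Ad3 and Ad7), while the labels give the last 2 of these in days. The paper names peptone-free medium, the labels name a modified nematode growth medium, and the catalogue numbers of the library kit differ between both. Replicates came from independent runs of the exposure, with the treatments handled in parallel and in random order. The labels give 3 or 4 libraries per bacterium and stage (2 for MYb65 at L2), where the paper states 3 (2 for MYb237 at L2). Which libraries the paper used was read from the ordinary fold changes of Table S1, by comparing every subset of at least 2 libraries per group with each column. The closest subset leaves out replicate 3 wherever a group has 4 libraries, with a median absolute deviation of 0.0196 to 0.112 in log2, against 0.0532 to 0.19 for the next closest. The 11 libraries left out are replicate 3 of OP50 at L2 and L3, of MYb71 at all 6 stages and of MYb65 at Ad1, Ad3 and Ad7, and the paper gives no reason for leaving them out. Values are given first over the 53 libraries of the paper (18 on OP50, 18 on MYb71 and 17 on MYb65) and then over all 64. A pair of MYb65 libraries carry 1 stage in the title and another as time point, and they were placed by the time point. This gave median absolute deviations from Table S1 of 0.0225 at L2, 0.0428 at L3 and 0.107 at L4, against 0.245, 0.245 and 0.237 by the title. The library labelled OP50 L2 replicate 3 correlated best with Ad3 (r = 0.990 across genes, against 0.78 with its own stage), and that labelled OP50 L3 replicate 3 with Ad7 (r = 0.987, against 0.736). The median library had r = 0.988 with its own stage, and both of these are among the 11 that the paper did not use. Of all 82 deposited libraries, which include those of a mixture of both isolates, 77 were closest to the mean of their own stage. The total count on genes ranged in the libraries of the paper from 14523794 to 74552875 on OP50 (median 25357822), from 10902208 to 26623583 on MYb71 (median 19775959) and from 10513060 to 30304949 on MYb65 (median 22363256). OP50 replicate 1 at L2, L3, L4, Ad1 and Ad3 holds 45200110 to 74552875 counts and every other library at most 30304949. The authors trimmed the reads with Trimmomatic, mapped them with STAR 2.5.3a to WormBase release WS235 and counted them per gene with HTSeq, and the deposited values are these raw counts. How reads that fit several genes were counted is not given in the sources used here, so members of multigene families are uncertain. The library kit does not mark the strand, so reads of overlapping genes cannot be told apart. Differences between bacteria were tested here with the quasi-likelihood test of edgeR after TMM normalization and filtering of low counts, once per stage and once over all stages with stage as a second term. The p-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. Levels are given as CPM, the count of a gene scaled by the TMM-normalized total of its library. The paper used aFold, for which its text names no threshold.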

The standard laboratory food bacterium *E. coli* OP50 served as control (Figure 1B). We first used principal component analysis (PCA) to explore transcriptomic variation across treatments and time points. 

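Marker genes of reproduction and muscle stood at different levels from stage to stage on OP50. The yolk protein gene vit-2 had a CPM of 17.4 ± 5.77 (SD, n = 3) at L2 and of 23000 ± 6120 (SD, n = 3) at Ad1. The gene msp-10, which encodes a major sperm protein, was at 0.0331 ± 0.0574 (SD, n = 3) at L3, at 125 ± 29.3 (SD, n = 3) at L4 and at 0.199 ± 0.161 (SD, n = 3) at Ad7. The eggshell gene cbd-1 stood at 5.73 ± 0.0737 (SD, n = 3) at L2 and 3320 ± 511 (SD, n = 3) at Ad3. The body wall muscle myosin unc-54 stood at 4700 ± 2020 (SD, n = 3) at L3 and 304 ± 59.4 (SD, n = 3) at Ad7. Differences between stages were not tested gene by gene. Over the 53 libraries of the paper and 18238 genes, the first 3 principal components of log2 CPM held 52.0%, 22.9% and 7.82% of the variation. L2 and L3 libraries lay between -203 and -179 on the first component and all adult libraries between 31.1 and 130. L4 libraries lay between -221 and -134 on the second component, and L2 libraries between -98.8 and -76.7 on the third. Stage accounted for 82.8% of the sum of squares. Over all 64 libraries and 18245 genes the components held 52.5%, 22.2% and 7.28%, and stage 72.9%, with the libraries labelled OP50 L2 and L3 replicate 3 included. In this pair of libraries vit-2 had a CPM of 11300 and 7010.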

We found that the first three principal components separate different *C. elegans* developmental stages (Figures 1C,D), suggesting development as the main determinant of the overall variation in gene expression. Thus, colonization by the *Ochrobactrum* strains and the *E. coli* control have a smaller effect on overall gene expression variation.

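The arginine kinase gene argk-1 had a CPM of 696 ± 276 (SD, n = 3) on OP50 at L3, 0.907 ± 0.43 (SD, n = 3) on MYb71 and 0.409 ± 0.282 (SD, n = 3) on MYb65, while on OP50 it stood at 25.6 ± 37.6 (SD, n = 3) at Ad3. Its fall at L3 passed the edgeR test on both isolates (adjusted p = 0.00233 and 0.00153). On MYb71 it did not pass without MYb71 replicate 2 (adjusted p = 0.0577, with adjusted p from 2.74e-70 to 0.0577 over its alternatives). The myosin gene unc-54, by contrast, differed from OP50 by 0.16 and 0.15 in log2 on MYb71 and MYb65 across stages (adjusted p = 0.817 and 0.777). In the libraries of the paper, differences between the bacteria within stages held 3.85% of the sum of squares over all genes, of which 1.38% was common to all stages. Spread between replicates held 13.3%. When the bacterium labels were exchanged within stages (permutation test, 100000 resamples, one-sided), the part common to all stages exceeded chance (p = 0.00467), whereas the whole difference within stages did not (p = 0.767). Within single stages the bacterium held 35.5% at L2, 29.6% at L3, 14.3% at L4, 19.1% at Ad1, 24.6% at Ad3 and 28.0% at Ad7. Independent libraries without any difference give 28.6% at L2 and 25% at each other stage. Same-numbered libraries of different bacteria were not independent at L4, where they deviated together in 7 of 7 pairs (lowest r = 0.41). Such joint deviation lowers the share of the bacterium. The shares and the permutation test of the whole difference thus do not show that the bacterium had no effect within stages. With all 64 libraries the shares were 5.28% within stages (permutation p = 0.647), 1.83% common to all stages (permutation p = 0.0085) and 21.8% between replicates.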

**FIGURE 1:**
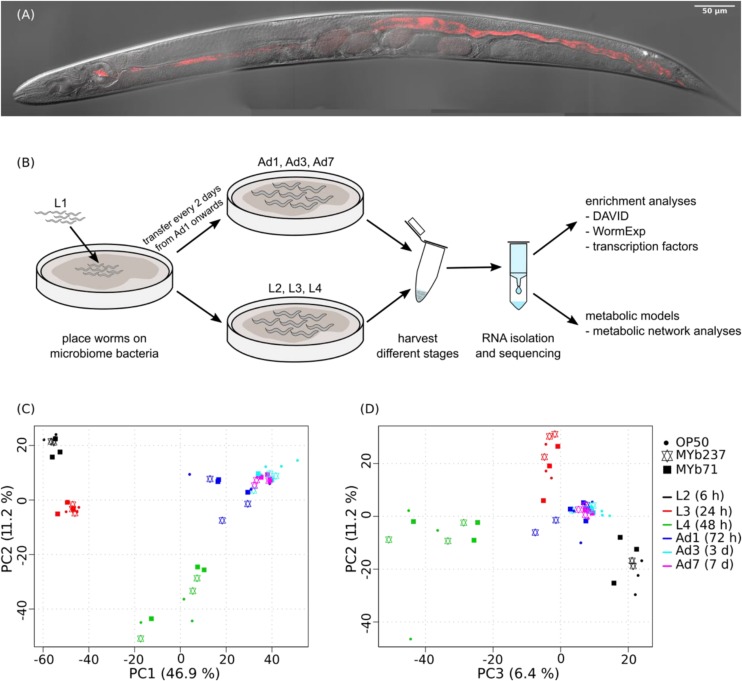
Colonized *C. elegans* individual, workflow and principal component analysis of transcriptomic variation. **(A)** Colonization of *C. elegans* strain N2 by *Ochrobactrum* MYb71, highlighting distribution of the microbiota isolate (labeled with red fluorescence) throughout the pharynx and gut lumen. See also Supplementary Movie S1. **(B)** Workflow. **(C,D)** Variation was assessed for N2 fed with *E. coli* OP50 (indicated by filled cycle) or colonized by *Ochrobactrum* isolates MYb237 (triangles up and down) or MYb71 (filled squares) at six time points including the second larval stage (L2, 6 h), L3 (24 h), L4 (48 h), 1-day old adults (Ad1), Ad3 (3 days), and Ad7 (7 days), as indicated by different colors.

Next, we specifically assessed transcriptional variation by either *Ochrobactrum* strains versus *E. coli* for each time point, in order to explore the gene functions affected by these microbiota members. A total of 893 genes were significantly differentially expressed. 

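At L2, hphd-1, a dehydrogenase of the propionate shunt, fell by 3.86 on MYb71 on the log2 scale (SE 0.30, adjusted p = 9.39e-04 from edgeR), and by 3.91 over all 64 libraries (adjusted p = 2.63e-04). The gene T05E12.6 fell at L2 on MYb71 by 4.47 (adjusted p = 1.5e-05) and by 4.33 over all 64 libraries (adjusted p = 1.92e-04). At Ad7, the aspartic protease gene asp-8 rose by 2.36 on MYb71 (adjusted p = 0.00158), from a CPM of 4.27 ± 0.828 (SD, n = 3) on OP50 to 21.6 ± 1.77 (SD, n = 3). Its relative asp-17 rose by 1.85 on MYb65 (adjusted p = 5.07e-04). In all 64 libraries these genes rose by 2.25 and 1.71 (adjusted p = 0.00271 and 0.00246). In a single model of all 18 groups the call of asp-17 was lost (adjusted p = 0.192, with adjusted p from 1.94e-39 to 0.192 over its alternatives), as was, over all 64 libraries, that of asp-8 (adjusted p = 0.0894, with adjusted p from 8.11e-19 to 0.0894). The gene F44E7.5, which overlaps genes on the other strand, was the gene past the threshold at Ad1 in the model of that stage without a block, with 2.89 on MYb71 and 2.77 on MYb65. That call was lost without OP50 replicate 1 (adjusted p = 0.112 and 0.145), OP50 replicate 2 (0.105 and 0.14), MYb71 replicate 2 (0.0536 on MYb71) or MYb65 replicate 1 (0.0846 on MYb65). Over its alternatives it had adjusted p from 3.29e-28 to 0.112 on MYb71 and adjusted p from 5.9e-26 to 0.145 on MYb65. Over the libraries of the paper, 24 genes rose and 70 fell on MYb71 at L2, 9 and 35 at L3, 3 and 4 at L4, and 18 and 29 at Ad7. At Ad1 1 rose, and at Ad3 asp-8 and C50B6.7 rose. On MYb65, 23 rose and 44 fell at L2, 13 and 47 at L3, 3 and 4 at L4, and 15 and 13 at Ad7, while 1 rose at Ad1 and asp-8 rose at Ad3. No gene fell at Ad1 or Ad3 in the test of edgeR, where 514 and 754 genes on MYb71 and 390 and 878 on MYb65 had an unadjusted p under 0.05 in either direction. DESeq2 called 76 and 93 genes on MYb71 at these stages and 50 and 147 on MYb65. In all, 177 genes changed in at least 1 of the 12 comparisons, 58 of them upward, and 161 of them are among the genes of Table S1, which the study chose on these samples. In all 64 libraries 135 genes changed in at least 1 comparison. There were 21 and 5 at L2 on MYb71 and MYb65, 10 and 9 at L3, 13 and 6 at L4, 20 and 12 at Ad3, and 74 and 69 at Ad7. At Ad1 edgeR called 0, with 621 and 397 genes at an unadjusted p under 0.05 and 118 and 57 called by DESeq2. The counts over the libraries of the paper moved with nearly every library left out. At L2 they ranged from 33 (without MYb71 replicate 2) to 875 (without MYb71 replicate 4) on MYb71 and from 5 (without MYb65 replicate 1) to 216 (without MYb71 replicate 4) on MYb65. At L3 they ranged from 1 (without MYb71 replicate 2) to 82 (without OP50 replicate 4) on MYb71 and from 2 (without MYb65 replicate 1 or 2) to 78 (without MYb71 replicate 4) on MYb65. At L4 they went from 0 (without MYb71 replicate 1 or 4) to 22 (without OP50 replicate 3) on MYb71 and from 0 (without MYb65 replicate 1) to 17 (without OP50 replicate 3) on MYb65. At Ad1 they were 0 on either isolate without OP50 replicate 1 or 2, on MYb71 without its replicate 2 and on MYb65 without its replicate 1, and rose to 84 and 33 without OP50 replicate 3. At Ad3 they were 0 on either isolate without OP50 replicate 1 or 2 or MYb71 replicate 1, 2 or 4, and on MYb65 without its replicate 2, and 37 and 51 without OP50 replicate 3. At Ad7 they went from 5 (without MYb71 replicate 1) to 72 (without OP50 replicate 1) on MYb71 and from 6 (without MYb65 replicate 4) to 50 (without OP50 replicate 3) on MYb65. Where the replicate numbers pair the libraries of MYb71 with those of OP50, at L2 and L3, the replicate number as a block in the model gave 426 and 103 genes on MYb71 in place of 94 and 44. At L4 it gave 1 on MYb71 and 5 on MYb65 in place of 7 and 7. MYb71 replicate 4 shares its number with no other library of the paper at L4 and forms a block of its own, although it deviated together with replicate 3 of MYb65 (r = 0.672) and of OP50 (r = 0.451).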

Eight clusters were identified to best capture the variation present in this gene set, as inferred from a comparison of different cluster numbers with the Akaike information criterion (Supplementary Figure S1). 

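The gene pmp-5, a peroxisomal membrane transporter, fell by 3.04 on MYb71 and 3.05 on MYb65 on the log2 scale across stages. F56C3.9 rose by 1.95 and 2.44 and the zinc transporter gene zipt-2.3 by 1.76 and 2.26 (adjusted p at most 9.98e-05 for all 3 genes, edgeR). The flavin-containing monooxygenase gene fmo-2 rose by 3.64 on MYb71 (SE 0.66, adjusted p = 2.06e-04) and stood at -0.76 on MYb65 (SE 0.66, adjusted p = 0.619), a value that turned positive with the replicate number in the model or without replicate 3. Tested between the isolates, fmo-2 was higher on MYb71 by 4.40 (adjusted p = 3.45e-04), and by 4.19 over all 64 libraries (adjusted p = 1.82e-05). Over the libraries of the paper this call was lost without replicate 1 of every group (adjusted p = 0.0727, with adjusted p from 2.42e-11 to 0.0727 over its alternatives). The aspartic protease gene asp-12 rose by 2.06 on MYb65 (adjusted p = 1.55e-05) and stood at 0.52 on MYb71 (adjusted p = 0.483). The isolates differed for asp-12 by -1.54 in log2 (adjusted p = 0.0332), and by -1.37 over all 64 libraries (adjusted p = 0.0136). In each set the difference of asp-12 was lost without replicate 1 (adjusted p = 1), 2 (0.392 and 0.387) or 4 (0.223 and 0.0939), with no filter on low counts over the libraries of the paper (0.0919) and with the replicate number as a block over all 64 (0.0686). Its adjusted p ranged over the alternatives from 6.95e-04 to 1 and from 4.67e-04 to 1. Across stages, 1 gene was higher and 9 were lower on MYb71 than on MYb65 over the libraries of the paper, and 2 were higher and 10 lower over all 64. Without the libraries numbered 1, 2, 3 or 4 the 10 genes became 3, 4, 17 and 6. Of the 845 genes that changed across stages on at least 1 isolate, 832 had log2 fold changes of the same sign on both. Both isolates raised 139 genes and lowered 259, and 2 genes moved in opposite directions. Independent lists of these lengths would share 3.47 and 7.46, but these lists are not independent, since they share the OP50 libraries. With OP50 replicate 1 set against MYb71 and the others against MYb65, the isolates shared 68 raised and 124 lowered genes (2.53 and 13.7 for independent lists). The reverse division gave 69 and 128 (1.51 and 14.5). The same sign was then held by 1601 of 1902 and 1534 of 1837 changed genes. Within stages, the isolates differed over the libraries of the paper in 0 genes at L2, L3, L4 and Ad1, in 2 at Ad3 and in 12 at Ad7. In this edgeR test 375, 396, 22 and 55 genes had an unadjusted p under 0.05 at the first 4 stages, and DESeq2 called 3, 5, 2 and 3. The number at Ad3 was 0 without MYb71 replicate 2 or 4 or MYb65 replicate 2. That at Ad7 was 0 without MYb71 replicate 2 or 4, 1 without MYb65 replicate 1, 2 or 4, 6 without OP50 replicate 3, 7 without MYb71 replicate 1 and 7 with the replicate number as a block, where the numbers pair the isolates. Over all 64 libraries the numbers were 0 at L2, L3 and L4, 2 at Ad1, 2 at Ad3 and 22 at Ad7. At the larval stages 81, 67 and 40 genes then had an unadjusted p under 0.05 and DESeq2 called 0, 0 and 2. Log2 fold changes of the isolates against OP50 correlated across genes, which are not independent replicates, with a Spearman rho of 0.666, 0.533, 0.834, 0.775, 0.561 and 0.641 from L2 to Ad7. Both comparisons share the OP50 libraries, which alone can give a correlation. Simulated groups without any difference gave a Pearson r of 0.029 to 0.107. They were drawn around the mean of the same OP50 libraries, which takes out the error of OP50 that both comparisons share. These values therefore do not show what sharing alone gives. The covariances were 0.185, 0.231, 0.236, 0.237, 0.107 and 0.0755, against simulated ones, with the same limit, of 0.00277, 0.00309, 0.0209, 0.0203, 0.00484 and 0.00198. The simulated libraries were drawn independently of each other, whereas same-numbered libraries of both isolates deviated together at L4 (r = 0.684 for replicate 1 and 0.858 for replicate 2). With the OP50 libraries split between the isolates, Pearson's r across stages was 0.189 with OP50 replicate 1 set against MYb71 and 0.457 with it set against MYb65, against 0.743 with shared libraries.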

The observed differential gene expression across these eight clusters (Figure 2A) highlight that the transcriptional response is indeed influenced by *Ochrobactrum* across time, whereby the two *Ochrobactrum* strains do not appear to vary much in inducible expression patterns (Figure 2A). This result may suggest that the two isolates are highly similar in their colonization characteristics and general interaction with *C. elegans*. Interestingly, they show these similarities, yet are clearly distinct at genome level. The publicly available genomes (NCBI Bioproject PRJNA400855) show 97% similarity in full 16S ribosomal RNA sequences (extracted with RNAmmer; (Lagesen et al., 2007), 85% average similarity in DNA sequences across the entire genomes [inferred with dnadiff from MUMmer ver. 4 (Kurtz et al., 2004)], and an overlap of 74% genes, as identified via PROKKA annotations (Seemann, 2014). For the transcriptome response of *C. elegans*, the clusters 1 and 5 refer to genes with strong differential expression across all time points (up- and down-regulated genes, respectively), while other clusters show differential expression at specific time points only. These distinct groups of *Ochrobactrum*-influenced differentially expressed genes possibly indicates that *Ochrobactrum* affects *C. elegans*’ life history in more than one way.

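Cluster 1 of Table S1 holds the C-type lectin genes clec-53 and clec-54. Across stages clec-53 rose by 0.83 and 1.22 in log2 on MYb71 and MYb65 and clec-54 by 1.22 and 0.95 (adjusted p at most 5.92e-06, edgeR). Cluster 5 holds acdh-1 and hphd-1, enzymes of propionate breakdown, and metr-1, the methionine synthase. The median log2 fold change of cluster 1 on MYb71 and MYb65 was 0.46 and 0.61 at L2, 1.12 and 0.94 at L3, 0.89 and 0.86 at L4, 0.87 and 0.77 at Ad1, 0.54 and 0.63 at Ad3 and 0.10 and 0.15 at Ad7. That of cluster 5 was -1.13 and -1.13 at L2, -1.44 and -1.61 at L3, -1.61 and -1.42 at L4, -1.11 and -0.96 at Ad1, -0.53 and -0.60 at Ad3 and -0.31 and -0.26 at Ad7. The study chose the clusters on these samples, so their counts and medians are not independent evidence of a direction. Across stages, 87 and 94 of the 165 genes of cluster 1 rose on MYb71 and MYb65 (130 and 126 adjusted over the list alone). Of the 164 genes of cluster 5, 142 and 134 fell (156 and 154 adjusted over the list alone). The numbers over all 64 libraries were 102 and 96 for cluster 1 and 141 and 115 for cluster 5. On MYb71, 31 of 130 genes of cluster 2, 40 of 120 of cluster 3 and 3 of 89 of cluster 4 rose, and 37, 33 and 1 of them rose on MYb65. Of 117 genes of cluster 6, 49 of cluster 7 and 56 of cluster 8, 50, 18 and 7 fell on MYb71 and 40, 16 and 5 on MYb65. Left without replicate 1 or replicate 2 of every group, 40 and 34 genes of cluster 1 rose on MYb71 and 34 and 46 on MYb65. In cluster 5, 85 and 82 then fell on MYb71 and 67 and 78 on MYb65.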

**FIGURE 2:**
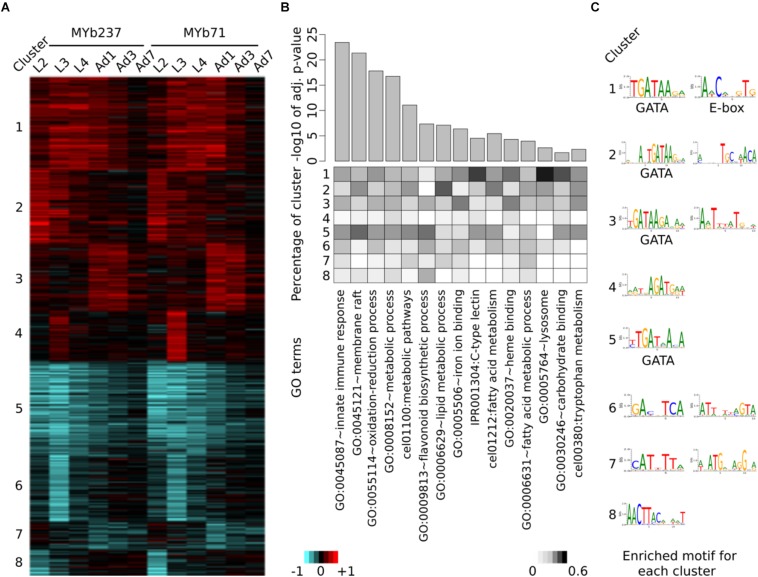
Induced differential gene expression in *C. elegans* after colonization with *Ochrobactrum* isolates. Differential expression is identified via comparison of worms colonized by the *Ochrobactrum* isolates *versus* those fed with *E. coli* OP50. **(A)** Co-regulation of differentially expressed genes. Eight clusters (indicated by the numbers on the left) of co-regulated genes were identified via K-means clustering. Red and blue colors refer to up and down regulation, respectively. Heatmap scale bars indicate fold changes at log_2_ scale, showing averages for the replicates of a particular treatment combination. **(B)** Enriched gene ontology (GO) terms of differentially expressed genes. GO enrichment analysis was performed by DAVID. 15 selected GO terms are shown with significance (top panel, bar plot with adjusted *p*-values). The percentage of genes, which contributed from each cluster to the identified GO terms is shown as a heatmap in the middle panel. **(C)** Enriched transcription factor binding sites (Motif) for each cluster. Motifs were detected by AMD at the promoter region of genes.

To uncover the affected biological processes for these possible different effects, we applied gene ontology (GO) enrichment analysis on each of the eight clusters separately. A variety of GO terms were found to be significantly over-represented among these genes (Supplementary Table S1). Several of the most significant GO terms are related to immunity, for example GO:0045087 (e.g., innate immune response) and IPR001304 for the C-type lectins (Pees et al., 2015), the latter term particularly over-represented among the up-regulated gene clusters (Figure 2B). These results are consistent with repeated previous reports of a link between the microbiota and the host immune system (Cullender et al., 2013; Tilg and Moschen, 2015; Thaiss et al., 2016). Moreover, many metabolism-related processes are significantly enriched (e.g., GO:0055114∼oxidation-reduction process and GO:0006629∼lipid metabolic process; Figure 2B and Supplementary Table S1). This may suggest an influence of *Ochrobactrum* on *C. elegans* metabolism, consistent with previous work on the alternative food bacterium *Comamonas* DA1877 (MacNeil et al., 2013). 

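C-type lectin genes, many of which respond to microbes, changed in both directions on both isolates. Across stages clec-258 fell by 6.93 on MYb71 and 7.58 on MYb65 on the log2 scale (SE 0.51 and 0.55) and clec-48 by 1.34 and 1.45 (adjusted p at most 9.81e-06, edgeR). The lectin gene clec-67 rose by 1.89 on MYb65 (adjusted p = 3.32e-08) and by 1.07 on MYb71 (adjusted p = 9.88e-04). The call on MYb71 was lost without replicate 1 (adjusted p = 0.0593) and without replicate 2 (0.213), with adjusted p from 1.82e-05 to 0.213 over its alternatives. The gene clec-3 fell by 2.51 on MYb71 (adjusted p = 6.49e-07) and by 1.78 on MYb65 (adjusted p = 2.27e-04), where without replicate 1 it was lost (adjusted p from 3.46e-06 to 0.175 over its alternatives). Of 176 C-type lectin genes measured, 13 rose and 11 fell on MYb71 and 18 rose and 9 fell on MYb65. Adjusted over the list alone, 17 and 12 passed on MYb71 and 28 and 9 on MYb65, and over all 64 libraries 20 and 18 on MYb71 and 17 and 7 on MYb65. Among 13 lysozyme genes, which break down bacterial cell walls, 1 rose and 1 fell on MYb71 and 3 rose and 2 fell on MYb65 (3 and 3 on each isolate adjusted over the list alone). These were, over all 64 libraries, 2 and 3 on MYb71 and 3 and 3 on MYb65. Saposin-like genes encode antimicrobial peptides of the gut. Of 27 measured, 4 rose and 0 fell on MYb71 and 3 rose and 0 fell on MYb65 (7 and 1, and 7 and 0, adjusted over the list alone, and 9 and 1, and 7 and 0, over all 64 libraries). The 26 nlp and cnc genes listed encode antimicrobial peptides of the epidermis. Of these 0 rose and 3 fell on MYb71 and 0 rose and 5 fell on MYb65 (0 and 5, and 0 and 7, adjusted over the list alone, and 0 and 6, and 0 and 3, over all 64 libraries). Tested as a list against all other genes with a preset correlation (camera), C-type lectins and saposin-like genes lay higher and epidermal peptides lower on both isolates. The call of C-type lectins was lost (adjusted p = 0.511 on MYb71 and 0.279 on MYb65 with an estimated correlation). That of saposin-like genes was lost too (adjusted p = 0.411 on MYb71 and 0.42 on MYb65 with an estimated correlation), as was that of epidermal peptides (adjusted p = 0.576 on MYb71 and 0.279 on MYb65 with an estimated correlation). Without replicate 1 of every group, 7 lectin genes rose and 6 fell on MYb71, and 5 rose and 4 fell on MYb65, while 2 and 1 saposin-like genes rose and no lysozyme or epidermal gene passed. Without replicate 2, 5 lectin genes rose and 7 fell on MYb71 and 7 rose and 4 fell on MYb65. No saposin-like gene then passed, and 3 lysozyme and 2 epidermal genes fell on MYb65 alone. Members of these families resemble each other in sequence, so that reads may be split between them.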

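The lysosomal lipase gene lipl-4, which overlaps a gene on the other strand, rose by 2.17 on MYb71 and 2.06 on MYb65 in log2 across stages (adjusted p at most 1.13e-06, edgeR). Over all 64 libraries its call on MYb65 was lost without replicate 1 (adjusted p = 0.12, with adjusted p from 6.75e-07 to 0.12 over its alternatives). Its relative lipl-5 rose by 1.31 on MYb71 (adjusted p = 6.26e-06) and 1.22 on MYb65 (adjusted p = 2.71e-05, lost without replicate 1, with adjusted p from 7.52e-08 to 0.0735 over its alternatives). Of 10 lipase genes 4 rose and 0 fell on MYb71 and 3 rose and 0 fell on MYb65 (4 and 0 on each isolate adjusted over the list alone, and the first numbers again over all 64 libraries). As a list they lay above all other genes over the libraries of the paper (adjusted p = 0.00557 on MYb71 and 0.0394 on MYb65 with an estimated correlation). This call was lost over all 64 libraries (adjusted p = 0.0608 on MYb71 and 0.0849 on MYb65 with an estimated correlation). Fatty acid beta-oxidation breaks down fatty acids in mitochondria and peroxisomes. Over the libraries of the paper, its genes that passed fell on MYb71 and went both ways on MYb65. The acyl-CoA dehydrogenase gene acdh-2, which overlaps an insulin-like gene, fell by 6.72 on MYb71 and 5.81 on MYb65 (adjusted p at most 1.47e-06). The thiolase gene kat-1 fell by 0.67 on MYb71 (adjusted p = 6.88e-05) and 0.56 on MYb65 (adjusted p = 0.00166). The latter call was lost without replicate 1 (adjusted p = 0.208) and replicate 2 (0.0951), with adjusted p from 5.72e-05 to 0.208 over its alternatives. Of 42 genes of this pathway 0 rose and 5 fell on MYb71 and 4 rose and 4 fell on MYb65 (0 and 5, and 8 and 7, adjusted over the list alone, and 4 and 6, and 4 and 5, over all 64 libraries). Of 20 genes of fatty acid synthesis 0 rose and 2 fell on MYb71 and 0 rose and 1 fell on MYb65 (0 and 3, and 0 and 1, adjusted over the list alone, and the first numbers again over all 64 libraries). Cytochrome P450 genes encode oxidizing enzymes of lipid and foreign compound metabolism. Of 70 measured, 5 rose and 6 fell on MYb71 and 2 rose and 5 fell on MYb65 (13 and 10, and 5 and 7, adjusted over the list alone, and 10 and 11, and 2 and 6, over all 64 libraries). Among them cyp-13A4 fell by 2.88 and 2.74 (adjusted p = 3.44e-05 and 1.69e-04). In all 64 libraries its call on MYb65 was lost without replicate 1 or 2 (adjusted p = 0.081 and 0.0998, with adjusted p from 3.46e-05 to 0.0998 over its alternatives). When replicate 1 of every group was left out, 2 and 1 lipase genes rose on MYb71 and MYb65, 4 and 3 of beta-oxidation fell and 0 and 1 rose, none of fatty acid synthesis passed and 1 cytochrome P450 gene fell on each. When replicate 2 was left out, 2 lipase genes rose on each isolate, 4 and 3 of beta-oxidation fell and 0 and 1 rose, and 1 and 0 of fatty acid synthesis and 1 and 4 cytochrome P450 genes fell.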

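The glucuronosyltransferase gene ugt-64, whose family conjugates foreign compounds, fell by 0.89 on MYb65 in log2 across stages (adjusted p = 1.09e-06, edgeR). Among 65 UDP-glucuronosyltransferase genes 1 rose and 7 fell on MYb71 and 1 rose and 6 fell on MYb65 (2 and 13, and 5 and 11, adjusted over the list alone, and 2 and 12, and 1 and 8, over all 64 libraries). Among 44 glutathione S-transferase genes 2 rose and 0 fell on MYb71 and 2 rose and 1 fell on MYb65 (2 and 0, and 2 and 2, adjusted over the list alone, and 4 and 0, and 2 and 1, over all 64 libraries). As lists against all other genes, the former lay lower and the latter higher on MYb71, and both calls were lost (adjusted p = 0.63 and 0.638 with an estimated correlation). Those of the latter over all 64 libraries were lost as well (adjusted p = 0.33 on MYb71 and 0.558 on MYb65 with an estimated correlation). Of 36 genes of the respiratory chain 0 rose and 2 fell on MYb71 and 0 rose and 1 fell on MYb65 (0 and 4, and 0 and 1, adjusted over the list alone, and 0 and 3, and 0 and 0, over all 64 libraries). The call of this list as lower was lost on both isolates (adjusted p = 0.485 on MYb71 and 0.682 on MYb65 with an estimated correlation). Of 22 genes of glycolysis and gluconeogenesis 0 rose and 0 fell on each isolate in edgeR (the same numbers adjusted over the list alone, and 0 and 3, and 0 and 0, over all 64 libraries). Of these 4 and 3 had an unadjusted p under 0.05 on MYb71 and MYb65, and DESeq2 called 1 and 0. With replicate 1 or with replicate 2 of every group left out, 1 glucuronosyltransferase gene fell on MYb65 and no other gene of the first 3 lists passed. With replicate 3 left out, 1 glucuronosyltransferase gene rose and 13 fell on MYb71 and 2 rose and 8 fell on MYb65. Of the glutathione S-transferase genes 2 then rose on each isolate and 3 fell on MYb65, and 6 and 1 genes of the respiratory chain fell.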

Interestingly, clusters 1 and 5 show a stronger relationship to the indicated GO terms than clusters related to only one time point. This may imply that the major effects of these microbiota members on *C. elegans* persist across the various life stages.

The complementary enrichment analysis with WormExp (Yang et al., 2015b) revealed significant over-representation of gene sets, which were related to pathogen infection [e.g., nematocidal *Bacillus thuringiensis* strain BT247 (Yang et al., 2015a), *Staphylococcus aureus* (Bond et al., 2014), *Pseudomonas aeruginosa* strain UCBPP-PA14 (Nakad et al., 2016); Table 1 and Supplementary Table S1]. Moreover, data sets related to the GATA transcription factor gene *elt-2* [RNAi (Schieber and Chandel, 2014), ChIP-Seq targets (Mann et al., 2016)] or the E-box transcription factor gene *hlh-30* [study on *S. aureus* (Visvikis et al., 2014) and *hlh-30* mutant (Grove et al., 2009)] were also enriched, suggesting an involvement of these transcription factors in the nematode’s response to the microbiota. 

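The infection response genes irg-4, irg-5 and irg-6 are induced in the intestine by pathogens and were lower on both isolates. Across stages irg-5 fell by 2.80 on MYb71 and 2.01 on MYb65 in log2 (SE 0.39 and 0.38), irg-4 by 2.24 and 1.42, and irg-6 by 4.17 and 4.14 (adjusted p at most 3.15e-04, edgeR). At L3, irg-5 had a CPM of 3.65 ± 1.07 (SD, n = 3) on OP50, 0.651 ± 0.484 (SD, n = 3) on MYb71 and 1.02 ± 0.212 (SD, n = 3) on MYb65. Over all 64 libraries irg-4 fell by 2.02 and 1.32, and its call on MYb65 was lost without replicate 2 (adjusted p = 0.0826, with adjusted p from 3.15e-06 to 0.0826 over its alternatives). Of 16 infection response genes 0 rose and 5 fell on MYb71 and 2 rose and 3 fell on MYb65 (0 and 6, and 7 and 3, adjusted over the list alone, and 0 and 5, and 4 and 3, over all 64 libraries). As a list they lay below all other genes on MYb71 over the libraries of the paper (adjusted p = 0.0272 with an estimated correlation), and the call was lost over all 64 libraries (adjusted p = 0.121 with an estimated correlation). Some of the pals genes are induced by intracellular pathogens. Of 31 genes of this family 0 rose and 0 fell on each isolate in edgeR (the same numbers adjusted over the list alone and over all 64 libraries). Of these 2 and 4 had an unadjusted p under 0.05 on MYb71 and MYb65, and DESeq2 called 0 and 0. Without replicate 3, 1 of them rose on MYb65. Once replicate 1 of every group was left out, 4 infection response genes fell on MYb71 and 3 on MYb65 and none rose, and 3 fell and none rose on each isolate without replicate 2.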

Additional over-represented gene sets relate to *C. elegans* dietary responses, for example gene sets related to the insulin-like pathway [*daf-2* (Knutson et al., 2016) and *daf-16* (McElwee et al., 2004)], fasting (Lee et al., 2014, 1), and starvation (Mueller et al., 2014). We further found an enrichment of the worm’s response to the previously studied food bacterium *Comamonas* DA1877 (MacNeil et al., 2013). Overall, our results suggest that the *Ochrobactrum* isolates affect dietary responses, metabolic processes, and also interact with the immune system.

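The genes of the propionate shunt, which breaks down propionate when vitamin B12 is scarce, fell on both isolates. The enoyl-CoA hydratase gene ech-6 fell by 1.75 on MYb71 and 1.66 on MYb65 in log2 across stages (SE 0.21 and 0.22), the hydrolase gene hach-1 by 1.54 and 1.52, and hphd-1 by 3.03 and 2.92 (adjusted p at most 4.98e-07, edgeR). All 5 measured members fell on each isolate (the same numbers adjusted over the list alone and over all 64 libraries), and the list lay below all other genes (adjusted p = 2e-05 on MYb71 and 8.13e-05 on MYb65 with an estimated correlation). Among these members are acdh-1 and hphd-1, which the study picked on these samples. The calls of the aldehyde dehydrogenase gene alh-8, which overlaps a gene on the other strand, were lost without replicate 2 (adjusted p = 0.113 and 0.221) and on MYb65 without replicate 1 (0.105). Over its alternatives alh-8 had adjusted p from 6.33e-06 to 0.113 on MYb71 and adjusted p from 1.08e-04 to 0.221 on MYb65. Of 6 genes of the B12-dependent pathway of propionate breakdown 0 rose and 1 fell on each isolate (the same numbers adjusted over the list alone and over all 64 libraries). This gene, mmaa-1, was lost without replicate 2 (adjusted p = 0.0601 and 0.054) and on MYb65 without replicate 1 (0.061), and had adjusted p from 4.28e-06 to 0.0601 on MYb71 and adjusted p from 2.11e-06 to 0.061 on MYb65 over its alternatives. The nuclear receptor genes nhr-68 and nhr-114, which act in the response to low vitamin B12, fell by 2.03 and 2.37 on MYb71 and by 1.86 and 2.24 on MYb65 (adjusted p at most 4.49e-07), and the latter overlaps a gene on the other strand. They are the 2 of 3 listed receptors that passed the test (the same numbers adjusted over the list alone and over all 64 libraries). As a list these lay below all other genes (adjusted p = 3.07e-05 on MYb71 and 2.71e-04 on MYb65 with an estimated correlation). In the methionine and S-adenosylmethionine cycle, which makes the methyl donor of the cell, 0 rose and 8 fell on each isolate of 11 genes (0 and 9, and 1 and 8, adjusted over the list alone, and 0 and 9, and 0 and 6, over all 64 libraries). The list lay below all other genes (adjusted p = 0.00616 on MYb71 and 0.0189 on MYb65 with an estimated correlation). Among its members mthf-1, which supplies the methyl group, fell by 1.01 on MYb71 (adjusted p = 6.19e-05) and 0.96 on MYb65 (adjusted p = 2e-04). Its call on MYb65 was lost without replicate 2 (adjusted p = 0.0949, with adjusted p from 6.44e-07 to 0.0949 over its alternatives). Without replicate 1 of every group 2 and 1 genes of this cycle fell on MYb71 and MYb65, while 2 and 0 fell without replicate 2.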

**TABLE 1:** Enriched WormExp gene sets for differentially expressed genes upon *Ochrobactrum* colonization.

**Category**	**Gene set**	**Counts**	**Bonferroni**
Microbes	down by *B. thuringiensis* at 6 h (BT247, 1:10) (Yang)	232	4.13E-149
TF Targets	low-complexity *elt-2* targets	338	4.68E-133
DAF/Insulin/food	down by *daf-2* mutant (Knutson)	171	7.24E-130
Mutants	down by *elt-2* RNAi under normoxia	141	4.78E-90
Microbes	up by PA14, 12 h	106	1.29E-81
DAF/Insulin/food	down by fasting (Lee)	90	8.03E-65
Microbes	down by Bt toxin, Cry5B	110	7.36E-64
Microbes	down by PA14, 12 h	63	7.59E-62
Microbes	down by *S. aureus* (Bond)	84	2.05E-53
Microbes	down by *B. thuringiensis* (BT247), 12 h	157	2.32E-49
DAF/Insulin/food	down by starved (Mueller)	170	4.55E-48
Microbes	down fed by *E. coli* HT115 vs. OP50	38	3.25E-47
DAF/Insulin/food	up by *daf-16* mutant (McElwee)	90	1.84E-46
Microbes	up by *B. thuringiensis* at 6 h (BT247, 1:10) (Yang)	112	2.35E-41
DAF/Insulin/food	down by *daf-16* mutant (McElwee)	95	3.11E-39
Microbes	up by *S. aureus*, dependent on *hlh-30* (Visvikis)	100	1.07E-38
Microbes	up by *S. aureus* (Bond)	85	5.18E-36
DAF/Insulin/food	down fed by *Comamonas* DA1877 vs. OP50 young adult	67	8.49E-33
DAF/Insulin/food	up by fasting (Lee)	52	1.39E-25
DAF/Insulin/food	up by starved (Mueller)	140	3.55E-25
DAF/Insulin/food	up fed by *Comamonas* DA1877 vs. OP50 young adult	31	1.06E-23
Mutants	up by *elt-2* RNAi under normoxia	39	3.64E-18
Microbes	up fed by *E. coli* HT115 vs. OP50	19	1.21E-16
DAF/Insulin/food	up by *daf-2* mutant (Knutson)	41	2.90E-13
Microbes	up by Bt toxin, Cry5B	46	4.86E-12
Mutants	down *hlh-30* mutant	27	7.65E-12

*The enriched gene sets (second column) are ordered according to their significance, as indicated by the Bonferroni-adjusted *p*-values (right column). The column counts shows the number of genes present in the current data set and that from the database. Detailed results are provided in Supplementary Table S1.*

The presence of co-regulated gene clusters, as inferred through our cluster analysis, could be caused by transcription factors. To explore this idea, we performed *de novo* motif enrichment analysis on promoter regions of the genes within each cluster. We identified one or two informative transcription factor binding motifs for each cluster (Figure 2C). However, only two of them have been previously characterized for *C. elegans*: the GATA motif with consensus sequence GATAA and the E-box with the sequence motif CACGTG. GATA transcription factors are known to play a role in immunity (Shapira et al., 2006), intestine development [mainly through ELT-2 (McGhee et al., 2007)], and aging [mainly through ELT-3, ELT-5, and ELT-6 (Budovskaya et al., 2008)]. The GATA motif is enriched in clusters 1, 2, 3, and 5, which generally showed an over-representation of GO terms and gene sets related to above characteristics, especially immunity (Figure 2B and Table 1). E-box transcription factors were shown to shape *C. elegans* immunity [e.g., *hlh-30* (Visvikis et al., 2014)] and muscle development (Grove et al., 2009). The corresponding motif was only identified for cluster 1, which similarly produced an enrichment for immunity-related GO terms. As the motif analysis is corroborated by the enriched gene expression sets for mutants of known GATA and E-box transcription factors, we conclude that these regulators play a central role in coordinating the response of *C. elegans* to its microbiota members.

### Signature Genes in the *C. elegans* Response to *Ochrobactru*m

To identify genes specific for the response to the microbiota members only, we employed a model-based statistical analysis (based on the linear model-option in aFold; Yang et al., 2016b), in which we statistically accounted for the factors bacterial treatment and time. Based on this approach, we extracted the genes, which specifically respond to the presence of *Ochrobactrum* (Figure 3A), irrespective of any major variation in gene expression across worm development. Please note that some of the identified genes still show some variation across time, indicating that the time effect cannot be fully removed through the model-based analysis. This analysis revealed a total of 86 differentially regulated genes: 65 differentially expressed in the presence of MYb237 and 71 in the presence of MYb71 (Figure 3B). 50 of these genes are differentially expressed in the presence of both *Ochrobactrum* isolates, while 15 genes respond specifically to MYb237 and 21 to MYb71 (Figure 3B). This overlap of more than 70% of the genes confirms our above notion that these two *Ochrobactrum* isolates induce a similar expression response. 

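Genes were tested for a difference from OP50 common to all stages, in a model with stage and bacterium as terms. T05E12.6 fell by 3.90 on MYb71 and 3.24 on MYb65 in log2 (SE 0.42 and 0.41, adjusted p = 2.35e-09 and 2.45e-07 from edgeR), and by 3.70 and 3.20 over all 64 libraries. The gene sdz-24, which overlaps a gene on the other strand, rose by 1.58 and 1.60 (adjusted p at most 3.66e-06). With all 64 libraries its call on MYb65 was lost without replicate 1 (adjusted p = 0.0566, with adjusted p from 2.32e-07 to 0.0566 over its alternatives). Of the 86 genes of Table S2, which the study chose on these samples, 16 rose and 68 fell on MYb71 and 18 rose and 66 fell on MYb65. Over the libraries of the paper and 18238 genes, 248 rose and 411 fell on MYb71 and 255 rose and 331 fell on MYb65, of which 259 and 236 changed by at least 2-fold. In all 64 libraries 477 rose and 2331 fell on MYb71 and 259 rose and 284 fell on MYb65. Without the libraries labelled OP50 L2 and L3 replicate 3, left out after the data had been seen, 279 rose and 418 fell on MYb71 and 251 rose and 258 fell on MYb65. Without the libraries numbered 1, 2, 3 or 4 the changed genes numbered 190, 188, 1008 and 502 on MYb71 and 136, 198, 732 and 503 on MYb65. From the 64 libraries they numbered 250, 394, 1008 and 2180, and 138, 166, 732 and 525. With the replicate number as a block, 1028 genes changed on MYb71 and 794 on MYb65 over the libraries of the paper, and 941 and 491 over all 64.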

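Of the 50 genes that Table S2 marks for both isolates, 5 rose and 45 fell on both MYb71 and MYb65 in the edgeR test across stages. Of the 15 marked for MYb237 alone, 8 rose and 5 fell on MYb71 as well, and of the 21 marked for MYb71 alone, 3 rose and 16 fell on MYb65 as well. Tested between the isolates, 2 of the 86 genes differed. In all 64 libraries 5 and 45 of the genes marked for both rose and fell on both. The study picked these genes on the same samples, and both isolates are compared with the same OP50 libraries. From the patterns of its clusters, the paper had already held that MYb71 and MYb237 vary little in the expression that they induce. It takes the share of genes that respond to both isolates as bearing out this similar response.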

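The genes that the study extracted as responding to Ochrobactrum are listed in Table S2. Those that rose include asp-8 and nspg-7.2, and those that fell include cth-1 and the metallothionein gene mtl-2. In the edgeR test across stages, 16 of them rose on both MYb71 and MYb65 and 66 fell on both, over the libraries of the paper, and 16 and 65 over all 64. As the study chose them on these samples, the counts are not independent evidence of a direction. Without replicate 1 of every group the rising and falling genes of Table S2 numbered 14 and 59 on MYb71 and 17 and 52 on MYb65, while they numbered 13 and 60 on MYb71 and 18 and 51 on MYb65 without replicate 2.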

Of the total of 86 genes, 18 and 59 were consistently up- and down-regulated, respectively (Figure 3A). Of these genes, six showed a more than twofold change in expression. They may therefore be suited as indicator markers for the *C. elegans* response toward *Ochrobactrum* colonization. They include the four down-regulated genes *acdh-1*, *metr-1*, *cth-1*, and *mtl-2*, and the two up-regulated genes Y53G8AM.5 and F59D6.3. *acdh-1* and *metr-1* were previously identified as reporters for a dietary response (MacNeil et al., 2013; Watson et al., 2013). 

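The change on both isolates was at least 2-fold for hphd-1, nhr-114 and clec-258 as well as for the genes that the paper names. On the log2 scale across stages, 11 of the genes of Table S2 rose and 60 fell by at least 2-fold on MYb71 and 17 rose and 51 fell by at least 2-fold on MYb65 in the edgeR fit over the libraries of the paper. From all 64 libraries the numbers were 11 and 56 on MYb71 and 14 and 51 on MYb65.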

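The acyl-CoA dehydrogenase gene acdh-1, the first enzyme of the propionate shunt, lies on chromosome I from 6497436 to 6499560 (WBcel235). On OP50 its CPM was 1490 ± 269 (SD, n = 3) at L2, 2520 ± 997 (SD, n = 3) at L3 and 161 ± 140 (SD, n = 3) at Ad7. Its mean per stage was 0.0155 (at L2) to 5.49 (at Ad3) on MYb71 and 0.192 (at L2) to 5.64 (at L4) on MYb65. Across stages it fell by 9.52 on MYb71 and 8.90 on MYb65 in log2 (SE 0.89 and 0.89, adjusted p = 4.92e-11 and 3.83e-10 from edgeR). At L2 the MYb71 libraries of the paper held 1 count of acdh-1 in total and those on OP50 123550, a ratio of 87700 with a 95% counting interval of 15700 to 3460000, which covers counting error alone. In the 11 libraries that the paper did not use, acdh-1 had a CPM of 731 and 210 in OP50 replicate 3 at L2 and L3. It was at 0.259, 0.947, 0.372, 0.379, 10.5 and 2.7 in MYb71 replicate 3 from L2 to Ad7 and at 2.29, 5.76 and 1.49 in MYb65 replicate 3 at Ad1, Ad3 and Ad7. The cystathionine gamma-lyase gene cth-1 (chromosome V from 16100680 to 16102750) fell by 3.65 on MYb71 and 3.55 on MYb65 (SE 0.26 and 0.26, adjusted p = 6.82e-15 and 2.06e-14). The metallothionein gene mtl-2 (chromosome V from 14018270 to 14018673) fell by 3.56 and 3.58 (SE 0.45 and 0.46, adjusted p = 2.14e-07 and 2.89e-07). Of 2 metallothionein genes 0 rose and 1 fell on MYb71 and 0 rose and 2 fell on MYb65 (0 and 2 on each isolate adjusted over the list alone, and 0 and 2 on each isolate over all 64 libraries), and 1 fell on MYb65 without replicate 1, 2 or 3. The list lay below all other genes (adjusted p = 0.00557 on MYb71 and 9.99e-04 on MYb65 with an estimated correlation). It holds mtl-2, which the study picked on these samples, so this test is not independent evidence of a direction. The methionine synthase gene metr-1 (chromosome II from 10926561 to 10931078), whose enzyme needs vitamin B12, fell by 1.06 on MYb71 and 1.07 on MYb65 (SE 0.19 and 0.19, adjusted p = 1.29e-04 and 1.51e-04). Its call on MYb65 was lost without replicate 1 (adjusted p = 0.0719) and without replicate 2 (0.0561), with adjusted p from 5.58e-07 to 0.0719 over its alternatives. Y53G8AM.5, now named nspg-7.2 (chromosome III from 3256689 to 3258406), rose by 3.82 and 4.53 on MYb71 and MYb65 (SE 0.36 and 0.37, adjusted p = 4.92e-11 and 5.24e-13). F59D6.3, now named asp-8 and an aspartic protease gene (chromosome V from 3024549 to 3027931), rose by 1.86 and 1.78 (SE 0.18 and 0.18, adjusted p = 1.22e-10 and 7.05e-10). With all 64 libraries the log2 fold changes on MYb71 and MYb65 were -9.79 and -9.08 for acdh-1, -3.47 and -3.42 for cth-1 and -3.59 and -3.45 for mtl-2. They were -1.05 and -1.05 for metr-1, 3.66 and 4.30 for nspg-7.2 and 1.91 and 1.83 for asp-8.

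**Figure D1:**
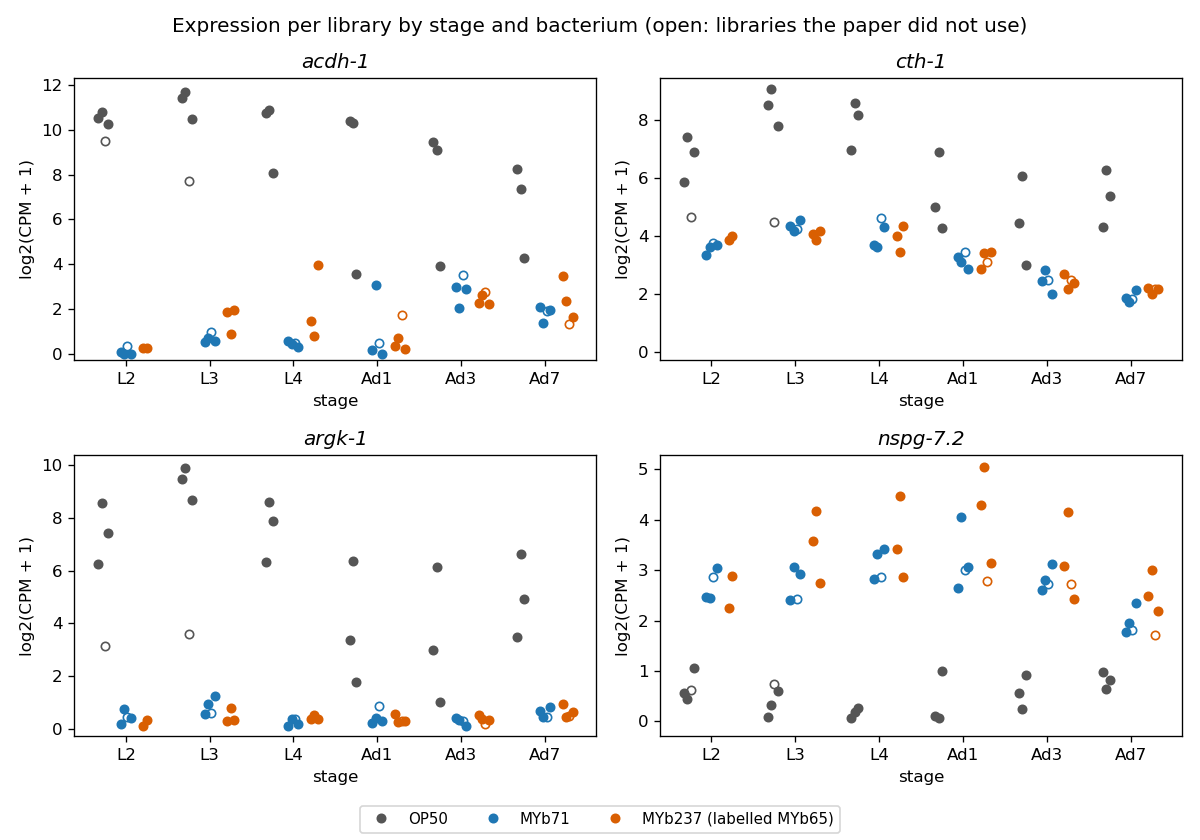
Each point is 1 library, with log2(CPM + 1) of acdh-1, cth-1, argk-1 and nspg-7.2 on the vertical axis and the stage on the horizontal axis, on OP50 (grey), MYb71 (blue) and MYb65, the MYb237 of the paper (orange). Open circles are the 11 libraries that the paper did not use, among them the library labelled OP50 L3 replicate 3, with a CPM of acdh-1 of 210.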

The down-regulated gene *mtl-2* is known to play a role in regulating growth and fertility (Freedman et al., 1993). *cth-1* encodes a putative cystathionine gamma-lyase, which may contribute to metabolic processes.

**FIGURE 3:**
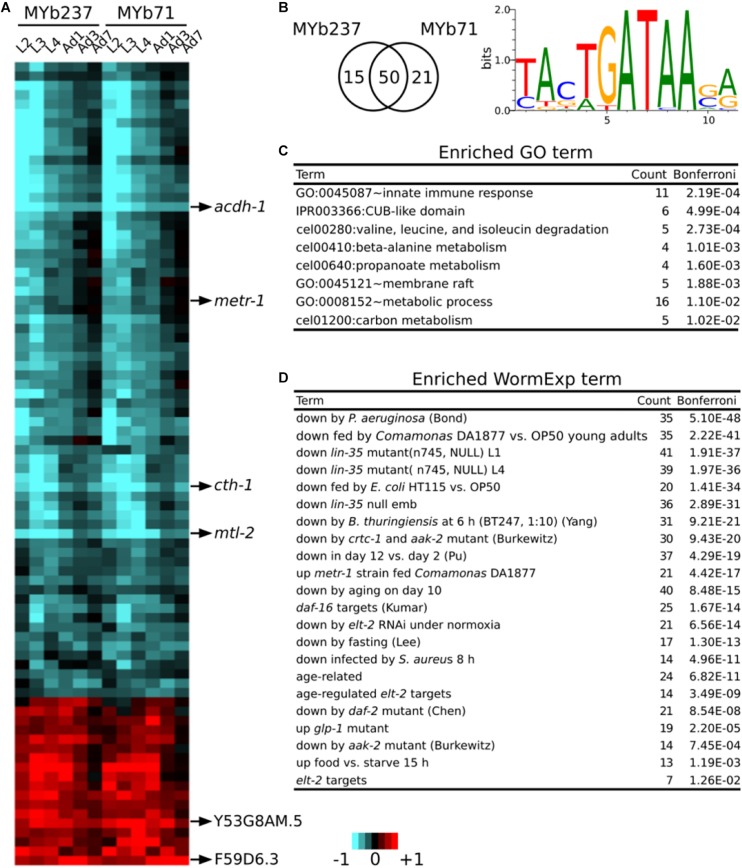
Core responsive genes. **(A)** Differential gene expression of 86 core responsive genes are shown using a heatmap. Genes with the strongest change of expression are marked on the right. Red and blue colors refer to up and down regulation, respectively. Heatmap scale bars indicate fold changes at log_2_ scale, always showing averages for the replicates of a particular treatment. **(B)** Venn diagram showing the overlap of core responsive gens induced upon colonization by MYb71 and MYb237 and the enriched binding motif. **(C)** Enriched GO terms. GO enrichment analysis was performed by DAVID. **(D)** Enriched WormExp gene sets.

A motif enrichment analysis on these 86 genes again suggests that the microbiota response is controlled by a GATA transcription factor (Figure 3B). This is additionally supported by the significantly over-represented gene set that is downstream of the GATA transcription factor gene *elt-2* (Figure 3D and Supplementary Table S2). Our enrichment analysis generally yielded results that are consistent with above analysis (cf. Figure 2B). They indicate a potential interaction between *Ochrobactrum* and immunity and also the involvement of the dietary response, the microbe’s influence on metabolic pathways, energy production, and the response to the bacterial food source *Comamonas* DA1877 (Figures 3C,D and Supplementary Table S2). Moreover, in this analysis, we also found enriched gene sets related to development [i.e., downstream targets of *lin-35* (Kirienko and Fay, 2007)] and fertility [i.e., downstream targets of *glp-1* (Gracida and Eckmann, 2013)]. The latter suggest that the microbiota additionally affects these two characteristics in *C. elegans*.

### Concordance Between the *C. elegans* Proteome and Transcriptome Responses to *Ochrobactru*m

We next compared the transcriptome response at the first adult time point to a corresponding proteome data set, which was obtained for the same time point upon colonization with *Ochrobactrum* (Cassidy et al., 2018). This proteome data set revealed significant differential abundance of 123 out of more than 3,600 quantified proteins. Of these, 50 had higher and 73 had lower abundance. These differentially abundant proteins showed consistent changes at the transcript level upon colonization of nematodes to both MYb71 and MYb237 and the correlation between proteome and corresponding transcriptome was highly significant (Pearson rank correlation, *R*^2^ ≥ 0.54, *p* < 0.0001; Figures 4A,B). 

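The propionate breakdown genes hphd-1 and hach-1 and the transsulfuration gene cth-1 had transcript and protein fold changes below 0 on both isolates at Ad1, while cbs-1, also of transsulfuration, had values above 0. The log2 fold change of hphd-1 transcripts was -2.87 and -2.76 on MYb71 and MYb65 (SE 0.85 and 0.85), beside protein values in Table S3 of -2.20 and -1.82. That of hach-1 was -1.98 and -1.87 (SE 0.61 and 0.61), beside -1.33 and -1.32. The transcripts of cth-1 stood at -2.76 and -2.60 (SE 0.61 and 0.60) and its protein at -1.81 and -1.75. Those of cbs-1 stood at 0.82 and 0.67 (SE 0.33 and 0.33) and its protein at 0.76 and 0.62. On OP50 at Ad1 the CPM of hphd-1 was 566, 667 and 38.7 and that of hach-1 543, 548 and 62.4 in replicates 1, 2 and 3, against 30.6 to 82.9 and 70.5 to 136 on the isolates in the libraries of the paper. F42A10.6, whose protein is of higher abundance in the paper, had transcripts at 1.30 and 1.24 (SE 0.26 and 0.26) and protein at 0.53 and 0.63. The lysozyme genes lys-4 and lys-5 had transcripts and proteins of opposite sign. Their transcripts stood at 0.64 and 0.65 (SE 0.27 and 0.27) and 1.15 and 0.39 (SE 0.62 and 0.62) and their proteins at -1.37 and -1.62 and -0.86 and -1.09. None of the transcripts named here passed the edgeR threshold at Ad1 in the model of that stage over the libraries of the paper. Without OP50 replicate 3, hach-1 passed on both isolates (adjusted p = 0.0102 and 0.0184) and hphd-1 (0.0427) and lys-5 (0.0162) on MYb71, with adjusted p from 0.00987 to 1 over the alternatives of these genes. In a single model of all 18 groups, hphd-1 (0.028 and 0.0493), hach-1 (0.0123 and 0.0259) and cth-1 (0.0108 and 0.0232) passed on both isolates and F42A10.6 on MYb71 (0.0289), with adjusted p from 0.0011 to 1 over the alternatives of these genes. The protein values are those of the paper, from a separate proteome study whose files were not analysed here, and Table S3 gives no logarithm base for them, while the legend of Fig. 4B gives its fold changes at log2 scale. For 122 of the 123 genes of Table S3, transcripts were measured, and over the 3 libraries of the paper per group transcript and protein fold changes correlated with r = 0.774 and 0.769 (R2 = 0.599 and 0.591) on MYb71 and MYb65. The Spearman rho was 0.793 and 0.814. Each p was 1e-05, the smallest that 100000 permutations can give, two-sided. The correlation is across genes, which are not independent replicates, and the study chose the genes for their change in protein. Over all mapped libraries of Ad1, R2 was 0.612 and 0.641. The paper states that transcripts and proteins changed in like manner on both isolates and, beside this, that the correlation between both was significant.

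**Figure D2:**
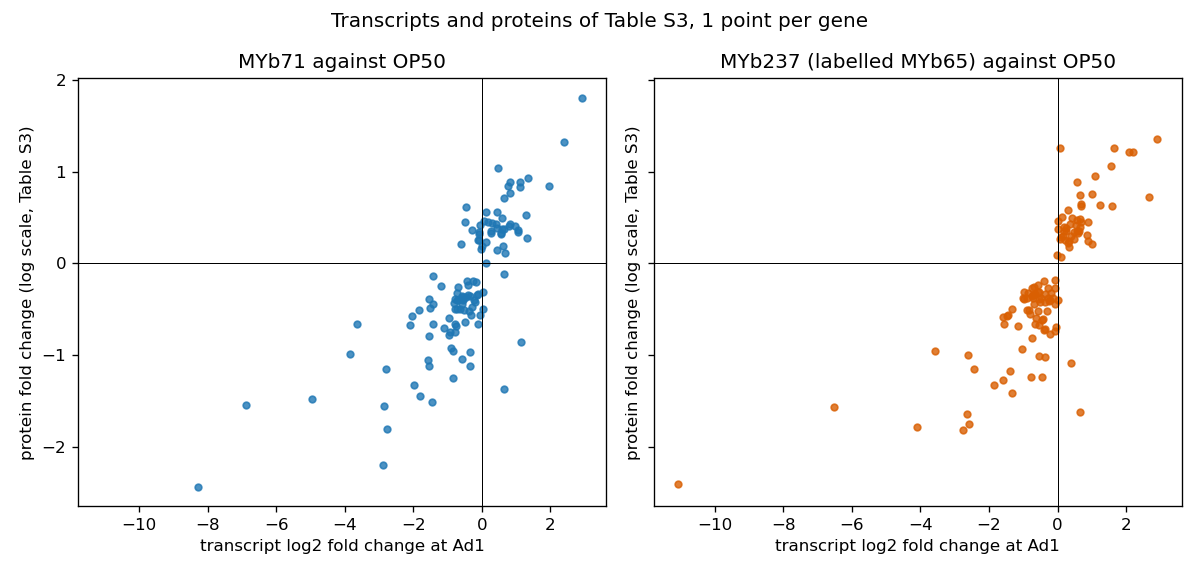
Each point is a gene of Table S3, with its transcript log2 fold change against OP50 at Ad1 over the libraries of the paper on the horizontal axis and the protein fold change that the table gives on the vertical axis, for MYb71 (left) and MYb65, the MYb237 of the paper (right). The lowest transcript values are those of acdh-1, at -8.29 and -11.09, and lys-4 and lys-5 lie below 0 for protein and above 0 for transcript.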

In detail, 40 genes showed consistently higher (80% of the 50 up-regulated proteins) and 67 consistently lower abundance (91.8% of the 73 down-regulated proteins) in both the transcriptome and proteome data sets. 

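Among the proteins of higher abundance, the transcripts of gst-28, a glutathione S-transferase, stood at 0.64 and 0.68 in log2 on MYb71 and MYb65 (SE 0.43 and 0.43), whereas those of lec-9, a galectin, stood at -0.08 and 0.00 (SE 0.37 and 0.37). Among those of lower abundance, the transcripts of ahcy-1, which hydrolyses S-adenosylhomocysteine, stood at -0.84 and -0.77 (SE 0.32 and 0.31) and those of nep-22, a metalloprotease, at -1.54 and -1.46 (SE 0.29 and 0.29). Of the 50 proteins of higher abundance, 39 (78%) had transcript fold changes above 0 on both isolates over the libraries of the paper, and 36 (72%) over all mapped libraries. These 50 include the gene of Table S3 whose transcripts were not measured. Of the 73 of lower abundance, 69 (94.5%) and 67 (91.8%) had transcript fold changes below 0 on both. These counts are of signs, and the transcripts that passed the edgeR threshold numbered 0 on each isolate, with 53 and 44 at an unadjusted p under 0.05 on MYb71 and MYb65 and 15 and 12 called by DESeq2. Without OP50 replicate 3 they numbered 14 on MYb71 and 6 on MYb65. Across stages, 16 and 18 transcripts of proteins of higher abundance rose on MYb71 and MYb65, and 45 and 47 of those of lower abundance fell. Without replicate 1 of every group the numbers were 5, 3, 23 and 21, and without replicate 2 they were 4, 5, 26 and 22.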

One example is the short-chain acyl-CoA dehydrogenase gene, *acdh-1*, which was consistently and strongly down-regulated in the presence of the two *Ochrobactrum* isolates. Similarly, four C-type lectin-like genes produced consistent and significant expression changes at transcript and protein levels (up-regulation: *clec-63* and *clec-65*, down-regulation: *clec-47* and *clec-218*). These results were in line with the enriched GO term of C-type lectin genes (Figure 2B), suggesting an important role of C-type lectins in mediating the nematode’s interaction with specific microbiota members, which are highly numerous in nematodes and could contribute to recognition of microbe-associated molecular patterns (MAMPs) (Pees et al., 2015).

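At Ad1, acdh-1 had a CPM of 1340, 1280 and 10.7 in OP50 replicates 1, 2 and 3, and means of 2.46 ± 4.15 (SD, n = 3) on MYb71 and 0.355 ± 0.251 (SD, n = 3) on MYb65 in the libraries of the paper. The log2 fold change at this stage was -8.29 and -11.09 (SE 2.06 and 2.35) and did not pass the edgeR threshold (adjusted p = 0.871 and 0.89), with 1 OP50 library far below the others. Over all mapped libraries of Ad1 it was -8.75 and -9.94 (adjusted p = 0.29 and 0.387). In a single model of all 18 groups it passed in the libraries of the paper (adjusted p = 0.00253 and 3.18e-04, with adjusted p from 0.00253 to 1 and adjusted p from 3.18e-04 to 1 over its alternatives). All mapped libraries gave a call in that model (adjusted p = 2.59e-04 and 5.66e-05), without OP50 replicate 3 (0.0251 and 0.0344) and in DESeq2 (5.29e-04 and 4.34e-05), with adjusted p from 2.59e-04 to 1 on MYb71 and adjusted p from 4.34e-05 to 1 on MYb65. From the libraries of the paper DESeq2 gave it no adjusted p. The protein values of acdh-1 in Table S3, which are those of the paper, are -2.43 and -2.41 on MYb71 and MYb237.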

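At Ad1 the transcripts of the lectin genes clec-63 and clec-65, which lie on chromosome II from 12895638 to 12897446 and from 12901325 to 12903336 (WBcel235), stood at 0.45 and 0.68 (SE 0.43 and 0.43) and 0.29 and 0.57 (SE 0.31 and 0.31) in log2 on MYb71 and MYb65. Those of clec-47 (chromosome V from 15175759 to 15176324) stood at -2.81 and -2.44 (SE 0.82 and 0.80) and those of clec-218 (chromosome V from 8307942 to 8310766) at 0.02 and -0.23 (SE 0.26 and 0.26). At this stage every adjusted p of these genes was at least 0.967 in edgeR. With all mapped libraries of Ad1 the values were 0.47 and 0.51, 0.21 and 0.64, -3.04 and -2.60 and -0.05 and -0.29 in the same order, with adjusted p of at least 0.317. There clec-47 passed on MYb71 without OP50 replicate 3 (adjusted p = 0.0246) and on both isolates in DESeq2 (adjusted p = 0.00152 and 0.0223), with adjusted p from 0.00152 to 1 and from 0.0223 to 1 over its alternatives. In the libraries of the paper DESeq2 called it on MYb71 (adjusted p = 0.029, with adjusted p from 0.029 to 1 over its alternatives). Across stages clec-63 rose on MYb65 by 0.73 (adjusted p = 2.33e-04), a call lost without replicate 1 (adjusted p from 1.33e-06 to 0.0772 over its alternatives). The gene clec-65 rose on MYb65 by 0.47 (adjusted p = 0.00127), lost without replicate 1 (adjusted p = 0.434) and replicate 2 (0.0949), with adjusted p from 8.07e-05 to 0.434 over its alternatives. On MYb71 they stood at 0.33 (adjusted p = 0.202) and 0.16 (adjusted p = 0.503). The gene clec-47 fell by 2.47 on MYb71 and 2.51 on MYb65 across stages (adjusted p = 2.66e-04 and 2.11e-04). Both calls were lost without replicate 1, with adjusted p from 1.35e-07 to 0.314 and adjusted p from 9.71e-08 to 0.175 over their alternatives. The gene clec-218 fell by 0.93 on MYb71 and 0.95 on MYb65 (adjusted p = 7.81e-04 and 8.29e-04). Both calls were lost without replicate 2, with adjusted p from 7.36e-05 to 0.382 and adjusted p from 7.96e-05 to 0.124 over their alternatives. From all 64 libraries, across stages, clec-63 stood at 0.45 and 0.74, clec-65 at 0.12 and 0.41, clec-47 at -3.11 and -3.13 and clec-218 at -1.17 and -1.08. On MYb71 clec-63 then passed as well (adjusted p = 0.0262), a call lost without replicate 1 (adjusted p = 0.137), 2 (0.0791) or 3 (0.107), with adjusted p from 0.00811 to 0.137 over its alternatives. On MYb65 the calls of clec-63, clec-65 and clec-47 were lost without replicate 1 (adjusted p = 0.0789, 0.353 and 0.0566) and those of clec-65 and clec-218 without replicate 2 (0.164 and 0.139). The protein values of Table S3 on MYb71 and MYb237 are 0.14 and 0.45 for clec-63, 0.44 and 0.35 for clec-65, -1.15 and -1.15 for clec-47 and -0.50 and -0.40 for clec-218.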

**FIGURE 4:**
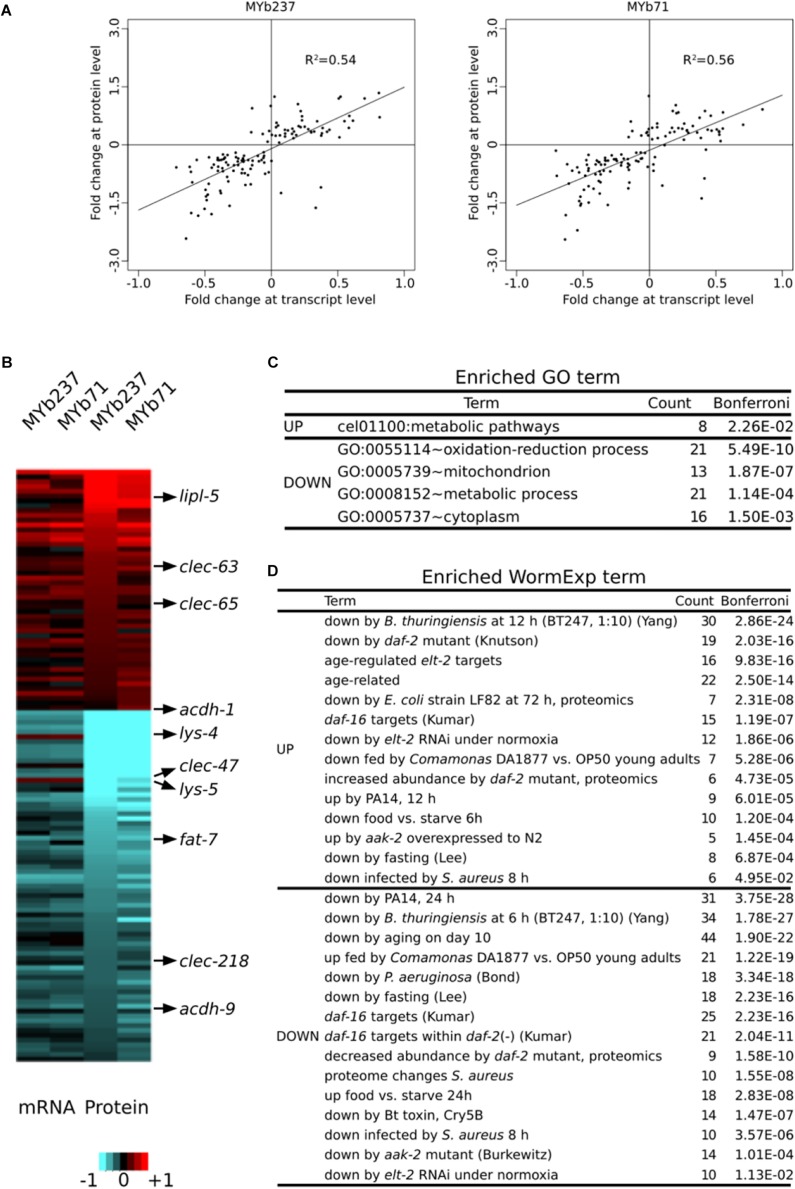
Comparison of differential gene expression at transcript and protein levels. **(A)** Comparison of expression levels at transcript and protein level. Data are only shown for genes with significant differential expression at protein level. Results are shown separately upon exposure to either MYb71 or MYb237. **(B)** Expression changes of genes at transcript and protein levels at the 1-day old adult stage (Ad1, 72 h). Red and blue colors refer to up and down regulation, respectively, or higher and lower protein abundances. Heatmap scale bars indicate fold changes at log_2_ scale, showing averages across replicates per treatment. A selection of genes with functional information is shown on the right. **(C)** Enriched GO terms. GO enrichment analysis was performed by DAVID. **(D)** Enriched WormExp gene sets.

An enrichment analysis of the 123 differentially expressed proteins revealed several significantly enriched functions. These included GO terms related to metabolism and energy production, such as the terms cel01100:Metabolic pathways, GO:0008152∼metabolic process, and GO:0005739∼mitochondrion (Figure 4C and Supplementary Table S3). The enriched term GO:0055114∼oxidation-reduction process could similarly indicate a role in energy metabolism or, alternatively, stress response. The WormExp analysis yielded similar results as above, including significant over-representation of gene sets related to immunity, dietary response, aging, and that controlled by *elt-2*. We also found enrichment of genes controlled by *aak-2*, which is part of the AMPK pathway (Burkewitz et al., 2015; Hou et al., 2016) and thus further supports the possible influence of the microbiota members on *C. elegans* energy production (Figure 4D). Taken together, the independently generated proteome data set corroborates several findings of the transcriptome data analysis, highlighting the likely importance of the indicated underlying processes.

### The GATA Transcription Factor ELT-2 Appears to Influence the Response of *C. elegans* to *Ochrobactru*m

To further validate the involvement of GATA transcription factor ELT-2 mediating the response to *Ochrobactrum*, as consistently indicated by our enrichment analyses, we chose exemplarily a subset of known ELT-2 down-stream target genes (Block and Shapira, 2015; Wiesenfahrt et al., 2016) using WormExp (Yang et al., 2015b) and focused on those, which were differentially regulated in the proteome data set. The fold changes of these ELT-2 target genes were significantly correlated at both the protein as well as transcriptome level upon colonization with the two *Ochrobactrum* strains (Pearson correlation, *R*^2^ = 0.88, *p* < 0.0001 for the response to MYb237; *R*^2^ = 0.77, *p* = 0.0001 for that to MYb71; Figure 5A). Two of these ELT-2 target genes, antimicrobial peptide encoding genes *spp-3* and *spp-5* (Roeder et al., 2010; Hoeckendorf and Leippe, 2012), were additionally assessed in their *in vivo* expression using transcriptional reporters. 

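The sets of WormExp that Table S3 lists under elt-2 hold 69 genes of changed proteins, a set that may be wider than the subset of Fig. 5A. Among the genes that the figure names, cpz-1, a cathepsin, had transcripts at -0.72 and -0.56 in log2 on MYb71 and MYb65 at Ad1 (SE 0.22 and 0.22), beside protein values of -0.50 and -0.32 in Table S3. The asparagine synthetase gene asns-2 had transcripts at -1.09 and -0.86 (SE 0.42 and 0.42), beside -0.70 and -0.33, and F58B4.5 at 1.33 and 0.60 (SE 0.37 and 0.37), beside 0.27 and 0.33. Over the 68 genes measured as transcripts, transcript and protein fold changes correlated with r = 0.825 and 0.805 on MYb71 and MYb65 (R2 = 0.681 and 0.648) and a Spearman rho of 0.81 and 0.861. Each two-sided permutation p was 1e-05, the smallest that 100000 permutations can give. From all mapped libraries of Ad1, R2 was 0.676 and 0.705. Genes are not independent replicates, and these were chosen for a change in protein.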

We found that the expression of both genes can be induced in the intestine upon colonization with the two *Ochrobactrum* strains (Figure 5B), which confirms their up-regulation found in our transcriptomic data. Moreover, we tested the influence of ELT-2 on worm fitness as measured in hatched offspring per worm upon *Ochrobactrum* exposure using an *elt-2* overexpression strain. 

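The gene spp-3 (chromosome X from 7314969 to 7315353, WBcel235) had a CPM of 75.6 ± 18.3 (SD, n = 3) at Ad1 on OP50, 131 ± 27.3 (SD, n = 3) on MYb71 and 150 ± 39.3 (SD, n = 3) on MYb65. The gene spp-5 nearby (from 7319937 to 7320354) had 295 ± 71.5 (SD, n = 3), 452 ± 121 (SD, n = 3) and 451 ± 98 (SD, n = 3). The log2 fold changes at Ad1, 0.83 and 1.00 for spp-3 (SE 0.27 and 0.27) and 0.66 and 0.63 for spp-5 (SE 0.30 and 0.30), did not pass the edgeR threshold (adjusted p = 1 for each). Across stages spp-5 rose by 0.54 and 0.54 on MYb71 and MYb65 (adjusted p = 0.0024 and 0.00318), and spp-3 by 0.50 and 0.62 (adjusted p = 0.0339 and 0.00605). All these calls were lost without replicate 2 (adjusted p = 0.284 and 0.232 for spp-5, 0.287 and 0.189 for spp-3), and that of spp-5 on MYb65 also without replicate 1 (0.165). That of spp-3 on MYb71 was also lost without replicate 3 (adjusted p = 0.0746) or 4 (0.215), with no filter on low counts (0.0947) and with the replicate number as a block (0.112). Over their alternatives spp-5 had adjusted p from 0.00141 to 0.284 on MYb71 and adjusted p from 2.27e-05 to 0.232 on MYb65, and spp-3 adjusted p from 0.0153 to 0.287 and adjusted p from 4.14e-04 to 0.189. From all 64 libraries spp-3 rose by 0.66 and 0.79 and spp-5 by 0.61 and 0.63 (adjusted p at most 0.00498). Without replicate 2 both of these calls of spp-3 (adjusted p = 0.0571 and 0.149) and that of spp-5 on MYb65 (0.158) were lost.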

Our results show that the overexpression of *elt-2* affects bacteria-mediated worm fitness (Figure 5C).

**FIGURE 5:**
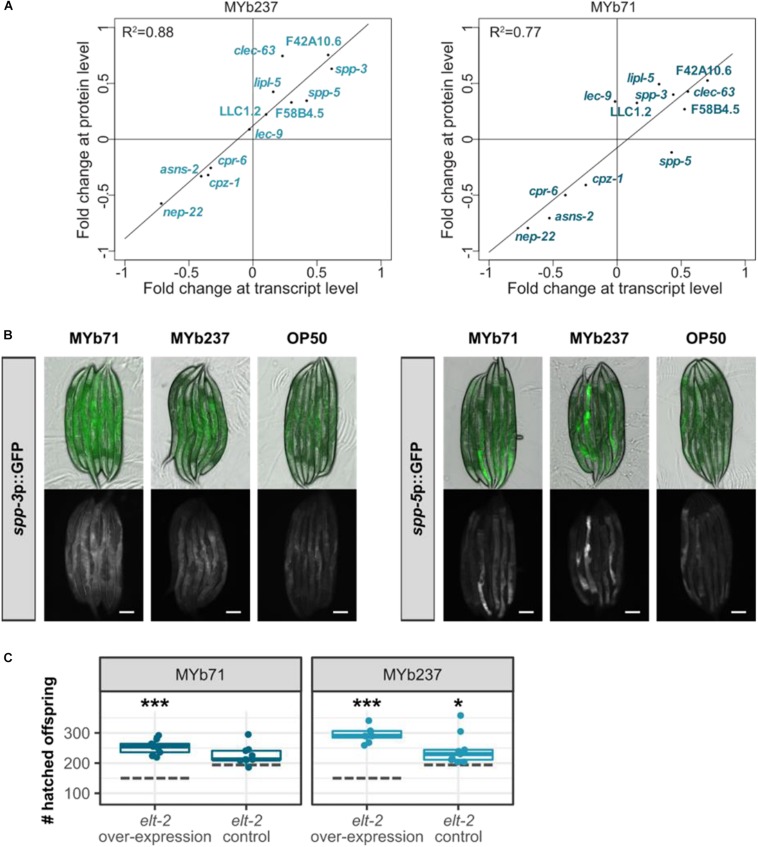
Influence of GATA transcription factor ELT-2 on transcriptomic response of *C. elegans* to *Ochrobactrum*. **(A)** Comparison of fold change at transcript and protein level. Data are only shown for a subset of genes, which are known to be ELT-2 downstream targets (Block and Shapira, 2015; Yang et al., 2015b; Wiesenfahrt et al., 2016). Results are shown separately upon colonization with either MYb71 or MYb237. **(B)** *In vivo* expression of ELT-2 target genes *spp-3* and *spp-5* on MYb71 and MYb237 compared to *E. coli* OP50. Pictures were taken with 1-day old adults at same exposure time. The scale bar represents 100 μm. **(C)** Fitness of an *elt-2* overexpression strain and its control (Mann et al., 2016) determined as number of hatched offspring per individual. Dashed gray lines represent the median of the respective strain on *E. coli* OP50. ^∗∗∗^*p* < 0.001, ^*^p < 0.05, Dunnett’s test, *n* = 4–9.

Taken together, our results uniformly indicate an influence of ELT-2 on the nematode’s response to *Ochrobactrum*, and are thus consistent with the findings of our enrichment analyses. ELT-2 is known to control gene expression in the intestine (McGhee et al., 2007), where the microbiota resides, thus providing ample opportunity for direct interactions between bacterial molecules and upstream regulators of ELT-2 and, conversely, between ELT-2 downstream factors and the colonizing bacteria. Moreover, ELT-2 was suggested to act as central regulator of inducible gene expression against pathogenic bacteria in the adult intestine (Block and Shapira, 2015; Yang et al., 2016a), thereby providing a link to the enriched set of immune-related genes. However, *Ochrobactrum* does not behave as a pathogen, as it neither enhances nematode mortality (compared to the standard food source *E. coli*) nor causes any obvious damage during intestinal colonization (Figure 1A). Therefore, the enrichment of immune-related genes may indicate multiple functions of the pathogen-responsive genes, which could be involved in both digestion and pathogen degradation or the recognition of any gut-colonizing microbe [e.g., possible for the enriched group of C-type lectins; (Pees et al., 2015)]. This enriched category may also reflect the previous notion that immune-related genes are generally involved in coordinating composition of the host-associated microbes (McFall-Ngai, 2007; Eberl, 2010).

### Metabolic Network Analysis Indicates Colonization-Specific Changes in Fatty Acid, Amino Acid, Folate, and Energy Metabolism

Since we observed considerable metabolism-associated changes in response to bacterial colonization, we performed a more detailed analysis of metabolic changes associated to bacterial colonization. To this end, we derived context-specific metabolic networks by mapping the transcriptomic and proteomic data to a genome-scale reconstruction of *C. elegans* metabolism. This method comprises two steps that initially discretizes gene expression states into on and off based on differential expression between conditions. In the second step, a subnetwork of the metabolic network is determined that can carry flux and maximizes the utilization of reactions catalyzed by enzymes that are active based on the first step while minimizing the utilization of reactions catalyzed by enzymes that are inactive (Gebauer et al., 2016).

In a first step, we compared the reconstructed context-specific networks of the different developmental stages upon exposure to the different bacteria separately (Figure 6A). In agreement with the expression-based analysis, we found that developmental stage had the strongest impact on metabolic activity. 

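The genes mtrr-1, mmaa-1 and nhr-68 had lower fold changes against OP50 in larvae than in adults, calls that over the libraries of the paper were lost without replicate 1 of every group. For mtrr-1, the methionine synthase reductase gene, the log2 fold change against OP50 in larvae (mean of L2, L3 and L4) minus that in adults (mean of Ad1, Ad3 and Ad7) was -1.94 on MYb71 and -1.86 on MYb65. The difference was -1.18 and -1.22 for mmaa-1, which serves the B12-dependent pathway, and -1.92 and -1.73 for the receptor gene nhr-68 (adjusted p at most 0.00137 for these 3 genes, edgeR). It was 2.77 and 2.60 for F44E7.5, which overlaps genes on the other strand (adjusted p at most 4.48e-06), and 1.26 and 1.25 for the transcription factor gene zip-11 (adjusted p at most 0.0191). Without replicate 1 the calls of mtrr-1, mmaa-1, nhr-68 and zip-11 were lost on both isolates (adjusted p from 0.115 to 1). Without replicate 2 they were lost as well (adjusted p from 0.222 to 0.739), except that of mtrr-1 on MYb71, and with L2 left out those of nhr-68 and zip-11 were lost (adjusted p from 0.052 to 0.136). These 4 genes had adjusted p from 5e-11 to 1 over their alternatives, whereas F44E7.5 passed in all 10. With all 64 libraries the differences were -1.80 and -1.74 for mtrr-1 and -1.73 and -1.52 for nhr-68, whereas F44E7.5 at 1.59 and 1.59 no longer passed (adjusted p = 0.0571 and 0.072). There the call of nhr-68 was lost on both isolates and that of mtrr-1 on MYb65 without replicate 1 or 2 (adjusted p from 0.0815 to 0.284, with adjusted p from 5.79e-13 to 0.284 over the alternatives of both genes). The median log2 fold change of the 5 shunt genes on MYb71 and MYb65 was -2.24 and -2.28 at L2, -2.44 and -2.60 at L3, -2.52 and -2.30 at L4, -1.98 and -1.87 at Ad1, -0.72 and -0.74 at Ad3 and -0.42 and -0.33 at Ad7. OP50 replicate 3 had a CPM of hphd-1 of 20.1 at Ad3 and 27 at Ad7, against 267 and 233, and 107 and 81.2, in OP50 replicates 1 and 2 and 33.8 to 64 and 26.7 to 38 on the isolates. Left without it, the shunt medians were -2.86 and -2.65 at L4, -2.49 and -2.37 at Ad1, -1.03 and -1.05 at Ad3 and -0.55 and -0.46 at Ad7. At Ad3 all 5 shunt genes then fell on each isolate, against 0 with it in edgeR, where 3 and 4 had an unadjusted p under 0.05 and DESeq2 called 1 and 1. The median of the methionine cycle went from -1.13 and -1.35 at L2 to -0.01 and -0.01 at Ad7. In all genes tested, the larval and the adult change differed for 26 genes on MYb71 and 26 on MYb65 over the libraries of the paper, of which 20 and 20 were lower in larvae. Leaving out the libraries numbered 1, 2, 3 or 4 gave 1, 2, 55 and 13 on MYb71 and 1, 2, 33 and 27 on MYb65, and DESeq2 called 71 and 72. Other divisions of the same libraries gave at most 1 such gene on MYb71 and up to 114 on MYb65, and up to 1612 and 4240 for the 64 libraries. From the 64 libraries they numbered 715 and 615, and 77 and 56 without the libraries labelled OP50 L2 and L3 replicate 3.

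**Figure D3:**
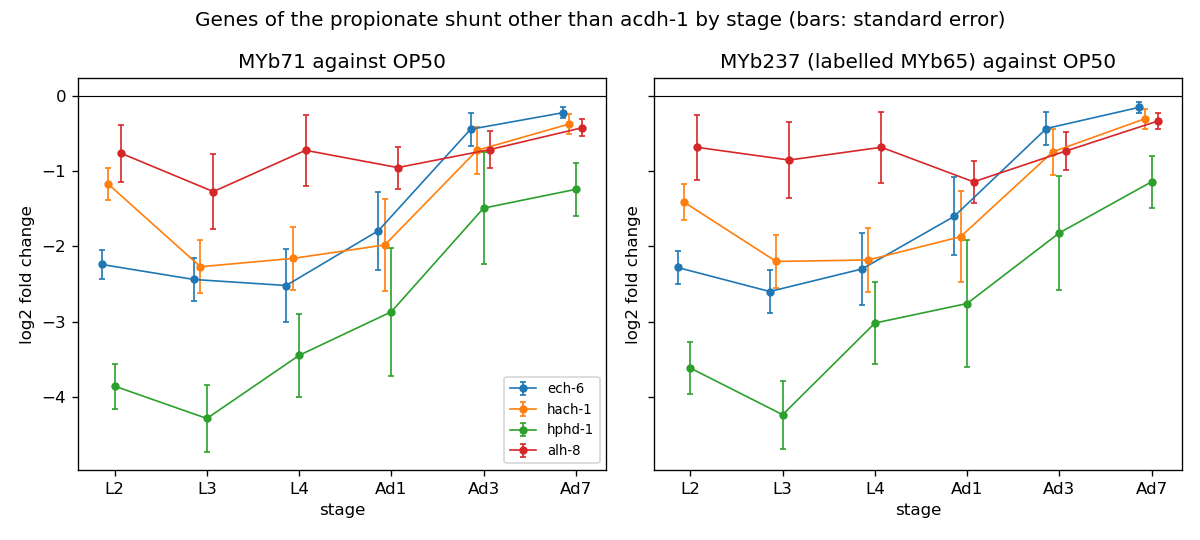
Each point is the log2 fold change against OP50 of 1 gene of the propionate shunt (ech-6, hach-1, hphd-1, alh-8) at 1 stage over the libraries of the paper, on MYb71 (left) and MYb65 (right), with bars of 1 standard error. For ech-6 it is -2.44 and -2.60 at L3 and -0.22 and -0.15 at Ad7.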

Bacterial colonization affected metabolism mostly during larval development and had only little impact in adult worms. On a global scale, amino acid metabolism, carbohydrate metabolism, and vitamin metabolism were most strongly affected by bacterial colonization (Figure 6B and Supplementary Tables S4, S5). 

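Genes of folate and cysteine metabolism changed on both isolates, and those of tryptophan and lysine breakdown did not pass the test. The folate transporter gene folt-2 fell by 3.49 on MYb71 and 2.80 on MYb65 in log2 across stages (SE 0.52 and 0.51, adjusted p = 4.97e-06 and 2.03e-04 from edgeR). Its call on MYb65 was lost without replicate 1 (adjusted p = 0.0701) and replicate 2 (0.061), with adjusted p from 1.95e-08 to 0.0701 over its alternatives. The serine hydroxymethyltransferase gene mel-32 fell by 0.45 and 0.41 (adjusted p = 0.0169 and 0.0429), with no call left without replicate 1 (adjusted p = 0.5 and 0.891) or 2 (0.353 and 0.192), and on MYb65 without replicate 4 (0.0554). Over its alternatives mel-32 had adjusted p from 9.92e-04 to 0.5 on MYb71 and adjusted p from 0.0028 to 0.891 on MYb65. Of 12 genes of the folate cycle 0 rose and 4 fell on each isolate (1 and 8, and 0 and 6, adjusted over the list alone, and 0 and 5, and 0 and 4, over all 64 libraries). As a list they lay below all other genes (adjusted p = 0.0183 on MYb71 and 0.0168 on MYb65 with an estimated correlation), a call lost over all 64 libraries (adjusted p = 0.107 on MYb71 and 0.0514 on MYb65 with an estimated correlation). Cystathionine beta-synthase, encoded by cbs-1, makes the substrate of cth-1. It rose by 1.03 and 1.01 on MYb71 and MYb65 (adjusted p = 1.57e-04 and 2.7e-04), and both calls were lost without replicate 1, with adjusted p from 4.02e-07 to 0.0625 and adjusted p from 1.69e-06 to 0.0981 over their alternatives. The gene cysl-3 fell by 0.53 on MYb71 and 0.63 on MYb65 (adjusted p = 0.00538 and 8.61e-04), lost without replicate 1 and on MYb71 without replicate 2 (adjusted p = 0.119), with adjusted p from 8.41e-05 to 0.357 and adjusted p from 4.74e-05 to 0.168 over its alternatives. These calls of cbs-1 and cysl-3 stood without each replicate over all 64 libraries. Of 13 genes of transsulfuration and cysteine metabolism 1 rose and 3 fell on MYb71 and 1 rose and 2 fell on MYb65 (1 and 3, and 1 and 4, adjusted over the list alone, and the first numbers again over all 64 libraries). The list lay lower in camera on both isolates, and this was lost (adjusted p = 0.138 on MYb71 and 0.0739 on MYb65 with an estimated correlation), also over all 64 libraries (adjusted p = 0.0849 on MYb65 with an estimated correlation). Of 11 genes of branched-chain amino acid breakdown 0 rose and 3 fell on MYb71 and 0 rose and 1 fell on MYb65 (0 and 6, and 0 and 4, adjusted over the list alone, and 0 and 3, and 0 and 2, over all 64 libraries). The call of this list as lower was lost (adjusted p = 0.376 on MYb71 and 0.682 on MYb65 with an estimated correlation, and 0.639 on MYb71 over all 64 libraries). Among them ivd-1, the isovaleryl-CoA dehydrogenase gene, stood at -0.40 and -0.32 and acdh-9 at -0.37 and -0.31. In tryptophan and kynurenine metabolism afmd-1 stood at 0.40 and 0.37, kmo-1 at 0.13 and 0.26 and tdo-2 at 0.01 and 0.22. Of its 10 genes 0 rose and 0 fell on each isolate in edgeR (1 and 0, and 0 and 0, adjusted over the list alone, and 1 and 0 on each isolate over all 64 libraries). Of these 1 and 3 had an unadjusted p under 0.05 on MYb71 and MYb65, and DESeq2 called 0 and 0. The call of this list as higher on MYb65 over all 64 libraries was lost (adjusted p = 0.401 with an estimated correlation). Of 3 genes of lysine breakdown, among them aass-1 at -0.19 and -0.10, 0 rose and 0 fell on each isolate in edgeR (the same numbers adjusted over the list alone and over all 64 libraries), with an unadjusted p under 0.05 in 0 and 0 and a DESeq2 call in 0 and 0. Leaving out replicate 1 of every group, 2 and 1 folate genes fell on MYb71 and MYb65, 1 and 1 of transsulfuration and 1 and 0 of branched-chain amino acids, and none rose. Leaving out replicate 2, 2 and 0 folate genes fell, 1 and 2 of transsulfuration fell and 1 rose on each isolate, and none of branched-chain amino acids passed. Tested between MYb71 and MYb65, each gene named here had an adjusted p of 1.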

Differences among bacterial effects were found for fatty acid metabolism, the metabolism of various amino acids (branched-chain amino acids, cysteine/methionine metabolism, tryptophan metabolism, lysine metabolism), and also folate (Figure 6C). Intriguingly, folate metabolism has previously been observed to be a key process involved in the modulation of host physiology and lifespan by food microbes (Cabreiro et al., 2013). Moreover, branched-chain amino acids, cysteine as well as methionine and tryptophan are important modulators of *C. elegans* nutritional and stress responses (van der Goot et al., 2012; Lee et al., 2015; Mansfeld et al., 2015; Gebauer et al., 2016).

**FIGURE 6:**
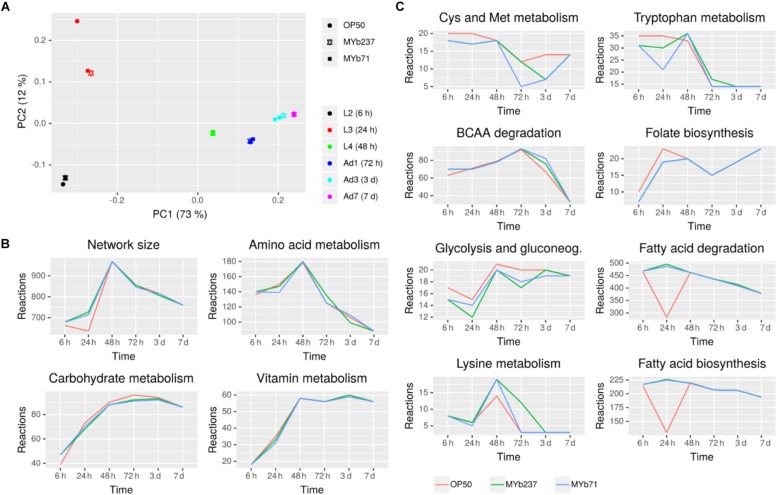
Metabolic response of *C. elegans* to bacterial colonization and exposure. **(A)** Principal component analysis of context-specific metabolic networks. **(B)** Changes in the number of active reactions in top-level pathways across developmental stages and bacterial treatment. **(C)** Changes in the number of active reactions in individual metabolic pathways. Only eight pathways with highest absolute difference in the number of active reactions between *Ochrobactrum* (MYb237 and MYb71) and *E. coli* OP50 exposure across all time points are shown. Numbers of active reactions in all subsystems are provided in Supplementary Tables S4, S5.

In a second step, we used the metabolic transformation algorithm (Yizhak et al., 2013) to identify enzymes that most strongly contributed to the metabolic shifts associated with bacterial colonization (Supplementary Table S6). The metabolic transformation algorithm identifies knockouts in a metabolic network that shift the metabolic network from a specific source state to a desired target state. Thus, this algorithm allows us to assess which enzymatic processes mediate the metabolic transition from *C. elegans* growth on the *Ochrobactrum* strains toward growth on *E. coli* OP50 and *vice versa*. In order to ensure robustness of the results, we used combined data sets of the transcriptomic and proteomic results for these analyses. For the transition from *E. coli* to *Ochrobactrum* (i.e., requirements for growth on the microbiota bacteria), we observed a considerable number of potential key mediators in N-glycan biosynthesis, serotonin/octopamine biosynthesis and co-factor metabolism. For N-glycan biosynthesis, several genes in N-glycan precursor biosynthesis including *algn-1* – *algn-3*, *algn-5*, *algn-7* and *algn-10* – *algn-13* were identified. 

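The algn genes assemble the lipid-linked sugar chain that is later moved to proteins. Across stages the log2 fold changes on MYb71 and MYb65 were -0.02 and -0.01 for algn-1, -0.07 and -0.08 for algn-2, 0.06 and 0.07 for algn-3, -0.10 and -0.07 for algn-5 and -0.02 and 0.02 for algn-7. They were -0.12 and -0.09 for algn-10, 0.01 and 0.02 for algn-11, 0.06 and 0.04 for algn-12 and -0.14 and -0.21 for algn-13, with standard errors of 0.05 to 0.11 over the 9 genes. The genes algn-1 and algn-12 overlap genes on the other strand. Of the 9 genes 0 rose and 0 fell in edgeR, also adjusted over the list alone (lowest adjusted p = 0.353), with an unadjusted p under 0.05 in 0 and 0 on MYb71 and MYb65 and a DESeq2 call in 0 and 0. From all 64 libraries algn-1 stood at -0.52 and -0.48 and algn-10 at -0.30 and -0.25, which passed on MYb71 alone (adjusted p = 0.0458 and 0.0316). Both calls were lost without the libraries labelled OP50 L2 and L3 replicate 3 (adjusted p = 0.893 and 0.29) and without replicate 1 (0.151 and 0.153), 2 (0.0678 and 0.0606) or 3 (0.921 and 0.229). Over their alternatives algn-1 had adjusted p from 0.0245 to 0.921 and algn-10 adjusted p from 0.0151 to 0.29. As a list the call over these libraries was lost (adjusted p = 0.639 with an estimated correlation on MYb71).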

N-glycans have been implicated in the interaction with microbial pathogens in *C. elegans* (Shi et al., 2006; Butschi et al., 2010) and commensals in higher organisms (Koropatkin et al., 2012). Thus, our results may indicate a role of N-glycans also in the interaction of *C. elegans* with its microbiota members. For serotonin/octopamine metabolism, we identified tyrosine decarboxylase (*tdc-1*) as well as tyramine beta-hydroxylase (*tbh-1*) involved in octopamine biosynthesis and tryptophan hydroxylase (*tph-1*) involved in serotonin biosynthesis as key mediators of metabolic transitions. 

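Across stages tdc-1 stood at 0.07 and 0.03 in log2 on MYb71 and MYb65 (SE 0.12 and 0.12), tbh-1 at -0.07 and -0.10 (SE 0.12 and 0.12) and tph-1 at -0.29 and -0.04 (SE 0.27 and 0.27), and each overlaps another gene. Of the 3 genes 0 rose and 0 fell in edgeR, also adjusted over the list alone (adjusted p at least 0.734), with an unadjusted p under 0.05 in 0 and 0 on MYb71 and MYb65 and a DESeq2 call in 0 and 0. The 64 libraries together gave -0.76 and -0.75 for tdc-1, -2.38 and -2.31 for tbh-1 and -0.15 and 0.02 for tph-1. Of these tbh-1 passed on MYb71 (adjusted p = 0.0218). That call was lost without the libraries labelled OP50 L2 and L3 replicate 3 (adjusted p = 0.812) and without replicate 1 (0.137), 2 (0.0583) or 3 (0.856), with adjusted p from 0.0187 to 0.856 over its alternatives.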

Serotonin and octopamine are antagonists that are important modulators of *C. elegans* behavior and energy metabolism (Niacaris and Avery, 2003; Suo et al., 2009; Noble et al., 2013). 

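The gene R07H5.8, now named adk-1, encodes an adenosine kinase and lies on chromosome IV from 11209309 to 11210831 (WBcel235), where it overlaps a gene on the other strand. Across stages it fell by 0.41 on MYb71 in log2 (SE 0.11, adjusted p = 0.0177 from edgeR) and stood at -0.37 on MYb65 (SE 0.11, adjusted p = 0.0518). The call on MYb71 was lost without replicate 1 (adjusted p = 0.312) and replicate 2 (0.333), with adjusted p from 0.00333 to 0.333 over its alternatives. On MYb65 it passed in DESeq2 (adjusted p = 0.014) and without replicate 3 (0.00835), with adjusted p from 0.00835 to 0.788 over its alternatives. The 64 libraries together gave -0.29 and -0.28 (adjusted p = 0.0649 and 0.125), and it passed without replicate 3 (adjusted p = 0.00357 and 0.00835), with adjusted p from 0.00357 to 0.494 on MYb71 and adjusted p from 0.00835 to 0.603 on MYb65 over its alternatives. The gene C05C10.3 (chromosome II from 9934398 to 9936893), whose enzyme acts on ketone bodies and which overlaps pho-11 on the other strand, fell by 0.87 on MYb71 and 0.75 on MYb65 (SE 0.14 and 0.14, adjusted p = 1.92e-05 and 2.89e-04). Its call on MYb65 was lost without replicate 2 (adjusted p = 0.065, with adjusted p from 3.33e-06 to 0.065 over its alternatives). From all 64 libraries it fell by 0.81 and 0.69, with the call on MYb65 lost without replicate 1 (adjusted p = 0.0527) or 2 (0.127), with adjusted p from 7.91e-06 to 0.127 over its alternatives.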

For the transition from *Ochrobactrum* to *E. coli* OP50 (i.e., requirement for growth on *E. coli*), we identified only two enzymes as key mediators: a predicted adenosine kinase, R07H5.8, and C05C10.3 involved in ketone body metabolism as well as the first step in mevalonate/terpenoid metabolism. Interestingly, adenosine kinase catalyzes the conversion of adenosine and ATP to AMP and ADP and thereby influences central aspects of *C. elegans* physiology via AMPK-signaling. These results provide a novel framework for further exploration of these metabolic influences and may thus stimulate new research on the physiology and metabolism of *C. elegans*.

## Conclusion

We here present the first study on the transcriptional response of *C. elegans* toward colonizing members of its native microbiota, both from the genus *Ochrobactrum*. We found that the response to *Ochrobactrum* involves several biological processes, including immunity, aging, fertility, and development, and the three connected characteristics dietary response, metabolism, and energy production. We identified an *Ochrobactrum*-exclusive signature of 86 differentially expressed genes, some of which are directly related to above functions and could serve as indicator genes for the worm’s response to this microbiota taxon. We additionally identified a significant overlap between the *Ochrobactrum*-mediated response at transcript and protein levels, thereby providing one of the few examples in *C. elegans* which could directly connect these two levels within one study set-up. Our results consistently suggest that the GATA transcription factor ELT-2 is a key regulator of the nematode’s response to *Ochrobactrum*. Moreover, metabolic network analysis confirms the influence of *Ochrobactrum* on energy metabolism, and furthermore metabolism of specific amino acids, fatty acids, and also folate biosynthesis.

Taken together, our work provides a first global assessment of the response of *C. elegans* to colonization with members of its native microbiota. While focused on the description of this response and investigation of ELT-2 as one key regulator, our results yield a reference framework for future studies on the function of the nematode’s interaction with its native microbiota.

## Ethics Statement

This study used the invertebrate animal *Caenorhabditis elegans*, which does not fall under any legal restrictions.

## Author Contributions

WY, CP, BP, AT, ML, KD, CK, and HS designed the study. CP, BP, and PD performed the nematode experiments. CP isolated the RNA. PR coordinated the RNA sequencing. YW performed the transcriptome and proteome analysis. JZ, SW, and CK reconstructed and analyzed the metabolic network models. All authors discussed and interpreted the data. WY, BP, CP, CK, and HS wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://n2t.net/addgene:1494

2 http://n2t.net/addgene:38148

3 www.wormbase.org

## Supplementary Material

FIGURE S1 Identification of the most appropriate number of clusters for K-means cluster analysis. Comparison of different K-means cluster numbers using the Akaike information criterion. The analysis was performed with the significantly differentially expressed genes of the main transcriptome data set.

TABLE S1 Fold-change in expression of differentially expressed genes, gene ontology (GO) term enrichment, and WormExp enrichment.

TABLE S2 Core responsive genes induced upon *Ochrobactrum* colonization, GO term enrichment, and WormExp enrichment.

TABLE S3 Comparison of differential expression at transcript and protein levels and WormExp enrichment.

TABLE S4 Inferred active reactions in metabolic subsystems across developmental stages and different bacterial microbiota species.

TABLE S5 Inferred active reactions in individual metabolic pathways across developmental stages and different bacterial microbiota species.

TABLE S6 Identification of key enzymes mediating the response to *Ochrobactrum* species and *Escherichia coli.*

MOVIE S1 3D reconstruction of *Ochrobactrum* MYb71 colonization in a *C. elegans* N2 host via fluorescence *in situ* hybridization. Signal of general bacterial probe EUB338 is shown in red, nuclei stained with DAPI in blue. The individual shown is the same as in Figure 1A.

How the deposited data were processed for this re-analysis (not part of the article)

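Worms of the N2 strain were raised on OP50, on MYb71, on MYb65 (the MYb237 of the paper) or on a mixture of MYb65 and MYb71 (Mix), and whole worms were sampled at 6 stages, L2, L3, L4, Ad1, Ad3 and Ad7. The deposited table holds 82 libraries, of which 64 are of a single bacterium and 18 of the mixture, 3 per stage, which the paper does not report. Each library was made by the authors with a poly(A) kit that does not mark the strand and was sequenced as paired ends on an Illumina HiSeq. Library conditions were taken from the sample labels and the paper, and all 82 columns were used.

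The authors trimmed the reads with Trimmomatic, mapped them to WormBase release WS235 with STAR 2.5.3a and counted reads per gene with HTSeq, as the paper and the submitters' processing notes say. The deposited values are raw counts for 46748 genes, with no normalization or filter. The treatment of reads that map to several genes is not given in the sources used here. Gene symbols and coordinates are those of WBcel235 in Ensembl release 115, in which 46449 of the gene identifiers were found, and 43693 have a symbol. Of the entries of the gene lists, 5 had no match, hsp-16.1, hsp-16.11, hsp-16.48, hsp-16.49 and cco-*.

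Total counts per library ranged from 10513060 to 74552875 (median 21133979), and those of the mixture from 12406106 to 29600003 (median 21128653). A gene with 0 counts in a group was set to 3 counts over the group where a fold against it is given, and counting intervals are exact 95% intervals that cover counting error alone. In each of 103 pairs of libraries of 1 group, counts differed by more than sampling noise (lowest chi-square per gene 8.45), so none was treated as a second copy of another.

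From the counts, differences between bacteria were tested with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood test with robust estimates, after TMM normalization and the filter filterByExpr (minimum count 10, minimum total 15, share 0.7). All adjusted p-values given for genes come from this test with Benjamini-Hochberg adjustment over the genes tested, with a threshold of 0.05, unless another tool is named. At each stage 1 model held OP50, MYb71 and MYb65. A model of stage and bacterium over all 6 stages gave the changes across stages, and a model of 18 groups gave the difference between the larval and the adult change. The mixture was compared, in models of all 4 groups, with OP50 and with the mean of MYb71 and MYb65. The choice of no minimum fold was made because the text of the paper names no threshold for aFold, which was not run here, and counts at a log2 change of at least 1 stand beside it. Log2 CPM, with a prior count of 2, was used for principal components and sums of squares, and permutation tests used 100000 resamples.

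Gene lists covered the propionate shunt and the B12-dependent propionate pathway, the nuclear receptors of the B12 response, the methionine, folate and transsulfuration pathways, the breakdown of branched-chain amino acids, lysine and tryptophan, fatty acid synthesis and beta-oxidation, lipases, glycolysis, the respiratory chain, cytochrome P450s, UDP-glucuronosyltransferases, glutathione S-transferases and metallothioneins. They also covered C-type lectins, lysozymes, saposin-like proteins, epidermal antimicrobial peptides, infection response and pals genes, proteases, heat shock genes, mitochondrial chaperones, autophagy, ribosomal proteins, DAF-16 targets, transcription factors, N-glycan assembly and biogenic amine synthesis, and markers of sperm, germline, embryo, vitellogenins, collagens, intestine, muscle and neurons. The clusters of Table S1, the genes of Table S2 and the proteins of Table S3 were lists as well, which the study chose itself, those of Tables S1 and S2 on the same libraries. Some of the other lists hold genes of Tables S1 and S2 too, among them mtl-2, acdh-1 and hphd-1. Their tests are thus not wholly independent of that choice. Each list was tested against all other genes with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, and with fry, which tests whether the genes of a list move one way. Over the libraries of the paper, 19 and 16 lists passed across stages on MYb71 and MYb65 with the preset correlation and 7 and 7 with an estimated one.

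The genes named are every gene that the text or Figs. 3A, 4B and 5A name, and, per comparison with OP50, the 5 highest and 5 lowest log2 fold changes among genes that passed. The latter had a mean log2 CPM of at least 2 and every library of 1 group above or below every OP50 library (across stages, group means at 5 of the 6 stages or more). To these come the 4 members of each list with the smallest p across stages and, for the larval and adult difference and the mixture, the 5 genes with the smallest p in each direction. Tables S1 to S3 had been read when this rule was written. The tests, the lists, this rule and most alternatives were fixed before the data were examined. The restriction to the 53 libraries of the paper, the exclusion of the libraries labelled OP50 L2 and L3 replicate 3, the model of 18 groups for the genes changed at any stage, the model of the mixture across stages and, for the correlation across stages, the division of the OP50 libraries between the isolates were added after the data had been seen. So were, for single genes, the model of 18 groups and the alternatives of the larval and adult difference and of the difference between the isolates, the minimum fold together with another alternative, and the values without MYb65 Ad7 replicate 1.

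The alternatives were the test of DESeq2 1.42.0, its size factors in the edgeR model, no filter on low counts, the replicate number as a block, a single model of all groups or only the groups compared, the replicates numbered 1 to 3 alone, other placements of the libraries with conflicting stage labels, and each library left out in turn. Numbers 1 and 2 occur in every group. Of the libraries of the paper, number 3 is held by OP50 at L4, Ad1, Ad3 and Ad7 and MYb65 at L3 and L4, and number 4 by MYb71 at each stage, OP50 at L2 and L3 and MYb65 at Ad1, Ad3 and Ad7. The values without the libraries numbered 3 or 4 thus leave out different groups. In the order of deposition, OP50 replicate 4 at L2 and L3 is followed by OP50 replicate 3 at L4 to Ad7. MYb65 replicate 3 at L3 and L4 is followed by its replicate 4 in adults in the same way. Numbers 3 and 4 may thus stand for the same run, which the paper does not say. If so, the block and the pairing check by number split that run and miss its pairs. At L4, the same-numbered libraries of the paper deviated together in 7 of 7 pairs of all 3 groups (lowest r = 0.41), and the replicate number was taken to pair them there. These pairs leave out MYb71 replicate 4, whose number no other library of the paper has at L4. Taken per comparison, with 3 pairs or more and each over 0.1, the numbers also pair MYb71 with OP50 at L2 (lowest r = 0.12) and L3 (0.366) and the isolates at Ad3 (0.135) and Ad7 (0.166). Over all 64 libraries they pair MYb65 with OP50 at L4 and Ad7, MYb71 with OP50 at Ad1 and the isolates at L4 and Ad3. The check per comparison was made after the counts with the block had been seen. Promoter motifs of the clusters were not analysed here, since the genome sequence was not used. The sheet of Table S1 with gene sets of WormExp is shortened in the copy used here and was not tested.

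The tests were run first on simulated counts with the real means and library sizes, in which 200 genes were changed, an equal number by 2-fold and by 4-fold. For MYb71 against OP50 over the libraries of the paper, edgeR recovered 94% of the 4-fold changes at L2 (14429 genes tested), 80% at L3 (14079), 2% at L4 (15415), 59% at Ad1 (14825), 89% at Ad3 (13828) and 99% at Ad7 (13530). Of the 2-fold changes it recovered 45%, 2%, 0%, 7%, 67% and 86% at these stages. Across stages, with 18019 genes tested, it recovered 98% of the 4-fold and 86% of the 2-fold changes with 8 false calls.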

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

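The tests of a wrong label and of library size for the adult-like OP50 libraries, and the counts for the mixture across stages, were chosen only after the result was seen.

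Markers of reproduction stood far above those of the other libraries in a pair of OP50 libraries labelled as larvae. In the library labelled OP50 L2 replicate 3, vitellogenins, the yolk proteins of the adult intestine, had a mean log2 CPM of 12.1, against 2.25 to 3.12 in the other 3 libraries of the group. Germline genes stood at 9.44 (1.25 to 1.84 in the others) and embryo genes at 0.876 (-1.86 to -1.79). Genes of the intestine stood at 4.61 (6.11 to 6.32), of body wall muscle at 6.28 (8.54 to 9) and of neurons at 3.04 (5.86 to 6.11). In the library labelled OP50 L3 replicate 3, vitellogenins stood at 11.2 (2.28 to 3.47), germline genes at 9.33 (2.71 to 3.28), embryo genes at 0.94 (-2.27 to -2.17) and sperm genes at 0.628 (-2.84 to -2.32). Collagens of the cuticle stood at 0.115 (3.31 to 3.57), genes of the intestine at 4.24 (6.97 to 7.06), of muscle at 5.15 (9.05 to 9.71) and of neurons at 3.06 (5.42 to 5.66). Correlated with the other libraries of their own stage, the former had r = 0.78 (0.988 to 0.99 in the others) and the latter r = 0.736 (0.983 to 0.987).

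Library size is argued against as the explanation, since the lower of their totals, 20219366, lies within the 14523794 to 74552875 counts of the other larval OP50 libraries. A wrong label is consistent with these values, as each library correlated best with an adult stage, at r = 0.987 or more. Whether the samples held some larvae beside adults cannot be told apart from this. Genes that other OP50 libraries hold at least 8 times higher in the labelled larval stage than at Ad3 kept a median of 6.71% of their larval level at L2 (1338 genes) and 3.88% at L3 (1382 genes). The former lies between the bounds set for either reading and the latter below the lower one, which was set for both libraries. Adult libraries may keep part of that level as well under this choice of genes, and no value from them stands beside these. No biological explanation was tested, because the design gives none.

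Among 143 groups and measures tested for a library far from the others, 25 had one, where chance gives about 1 in 20. Those not given above follow. The total count of OP50 L3 replicate 1 was 74552875, against 19484067 to 21800160 in the other libraries of its group. That of MYb71 Ad7 replicate 4 was 13539195, against 22532507 to 24050043. The mean log2 CPM of muscle genes was 8.46 in MYb71 L2 replicate 4 (9.16 to 9.22 in the others) and 6.95 in MYb65 Ad3 replicate 1 (6.11 to 6.23). Sperm genes had a mean log2 CPM of -2.67 in MYb71 L3 replicate 1 (-3.08 to -3.03) and of 1.05 in MYb65 Ad7 replicate 1 (-2.61 to -2.3). Genes of the intestine had 5.45 in MYb71 Ad1 replicate 3 (4.96 to 5.03). Genes of neurons had 3.17 and the propionate shunt 5.49 in MYb71 Ad7 replicates 1 and 2 (2.97 to 2.99 and 5.72 to 5.75 in the others).

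The change against OP50 differed between larvae and adults, in a test of the difference itself, for 26 genes on MYb71 and 26 on MYb65 over the libraries of the paper. Of 25 splits of the libraries, 1, the real one, gave as many on MYb71 (the highest other 1). This share is under 0.05 and the smallest that 25 splits can give, with no correction over the many such tests. On MYb65 3 splits did (the highest other 114), a share not under 0.05. Without replicate 1 of every group the test gave 1 and 1 genes, and without replicate 2 it gave 2 and 2. From all 64 libraries the genes numbered 715 and 615, and chance cannot be excluded for either, with 5 splits as large on MYb71 (the highest other 1612) and 3 on MYb65 (the highest other 4240). The size of these counts points to a structure of the samples. Without the libraries labelled OP50 L2 and L3 replicate 3 there were 77 and 56.

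Worms on the mixture of MYb65 and MYb71, which the paper does not report, differed from those on OP50 in 518 genes across stages beside the libraries of the paper (196 higher and 322 lower), and in 3061 beside all 64 libraries (443 higher and 2618 lower). Within stages the mixture differed from OP50 over all libraries in 24 genes at L2, 22 at L3, 12 at L4, 35 at Ad3 and 72 at Ad7. At Ad1 edgeR called 0 genes (374 at an unadjusted p under 0.05, 40 called by DESeq2). At L2, 1 of 35 splits gave as many (the highest other 10), a share under 0.05. At L3 2 splits did (the highest other 35), a share not under 0.05. At the later stages the 10 splits are too few for a share under 0.05, with highest other counts of 1 at L4 and 0 at Ad1, Ad3 and Ad7. Without Mix replicate 1, 2 or 3 in turn, the counts were 11, 9 and 9 at L2, 2, 0 and 0 at L3 (669 and 746 at an unadjusted p under 0.05 beside the 0s, where DESeq2 was not run), 3, 4 and 5 at L4, 7, 8 and 3 at Ad3 and 44, 30 and 32 at Ad7. In the test of the mixture against the mean of its parts, edgeR called 0 genes at each stage, and DESeq2 0 at L2, L3 and L4, 2 at Ad1, 1 at Ad3 and 14 at Ad7. At an unadjusted p under 0.05 edgeR had 24, 38, 27, 170, 285 and 473 genes from L2 to Ad7. With a real count of 0, all 25 of 25 splits are as large by construction and say nothing of chance there. The highest other counts were 2 at L2, 0 at L3, 172 at L4, 0 at Ad1, 0 at Ad3 and 29 at Ad7.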

How the results depend on the processing

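The restriction to the libraries of the paper, the exclusion of the libraries labelled OP50 L2 and L3 replicate 3, the model of the mixture across stages, the model of 18 groups for the genes changed at any stage and the division of the OP50 libraries across stages were chosen only after the result was seen. So were, for single genes, the model of 18 groups and the alternatives of the larval and adult difference and of the difference between the isolates, and the values without MYb65 Ad7 replicate 1. For single genes and the sperm genes as a list, 25612 values kept their direction and their side of the threshold under an alternative, 578 passed only under it, 1969 passed only without it and 21 turned in direction. Counts and shares were held to be the same within 1.5 times, and coefficients between the isolates within a fixed difference. Of the counts, shares and coefficients, 562 stayed within such limits and 439 did not. The cause was not tested in any of these, except where fewer libraries or fewer genes make the difference by construction. Genes under about 10 counts per library were not tested at these depths, and the spread between libraries limits the test further. In simulated counts for MYb71, 4-fold changes were recovered at L4 in 2% of the genes over the libraries of the paper and in 30% over all 64, and at L2 and L3 over all 64 libraries in 0% and 2%. Motif counts under other windows, motifs and backgrounds were not run. Over the libraries of the paper the share of variation between bacteria within stages was 3.85%, and 2.38% with the 500 most variable genes and 6.1% with genes scaled, while that between replicates was 13.3%, 6.11% and 20.3%.

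The 94, 44, 7, 1, 2 and 47 genes on MYb71 from L2 to Ad7 in the libraries of the paper became, over all 64 libraries, 21, 10, 13, 0, 20 and 74. On MYb65 the libraries of the paper gave 67, 60, 1, 1 and 28 at L2, L3, Ad1, Ad3 and Ad7 (against 5, 9, 0, 12 and 69). Between the isolates they gave 0 and 12 at Ad1 and Ad7 (against 2 and 22). For the mixture against OP50, with the libraries of the paper beside it, there were 95, 84, 5 and 10 at L2, L3, L4 and Ad3 (against 24, 22, 12 and 35), and against the mean of the isolates 1 and 5 at Ad3 and Ad7 (against 0 and 0). The coefficient between the isolates was 0.748, 0.729 and 0.808 at L2, L3 and Ad1 (against 0.921, 0.924 and 0.695). Across stages 659 genes on MYb71 became 2808, and the larval and adult change differed for 26 and 26 genes in place of 715 and 615. Without the libraries labelled OP50 L2 and L3 replicate 3, the 64 libraries less this pair gave 697 genes on MYb71 across stages, 77 and 56 for the larval and adult difference and 294 genes changed in at least 1 comparison, against 135.

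DESeq2 called more genes than edgeR in nearly every comparison. In the simulated counts for MYb71 over the libraries of the paper, 42 of its 211 calls were false at L2, 49 of 175 at L3 and 45 of 106 at L4. Those of edgeR were 12 of 151, 5 of 87 and 1 of 3. DESeq2 recovered 99%, 93% and 55% of the 4-fold changes there, against 94%, 80% and 2% by edgeR. In the libraries of the paper it called 398, 340, 58, 76, 93 and 134 from L2 to Ad7 (against 94, 44, 7, 1, 2 and 47 by edgeR) on MYb71, 274, 263, 52, 50, 147 and 171 from L2 to Ad7 (against 67, 60, 7, 1, 1 and 28) on MYb65 and 3, 5, 2, 3, 4 and 62 from L2 to Ad7 (against 0, 0, 0, 0, 2 and 12) between the isolates. Those of all 64 libraries were 143, 167, 79, 118, 144 and 166 from L2 to Ad7 (against 21, 10, 13, 0, 20 and 74) on MYb71, 73, 119, 60, 57, 186 and 206 from L2 to Ad7 (against 5, 9, 6, 0, 12 and 69) on MYb65 and 2, 5, 8 and 110 at L4, Ad1, Ad3 and Ad7 (against 0, 2, 2 and 22) between the isolates. The mixture differed from OP50 by it in 120, 168, 66, 40, 156 and 191 from L2 to Ad7 (against 24, 22, 12, 0, 35 and 72), and from the mean of the isolates in 2, 1 and 14 at Ad1, Ad3 and Ad7 (against 0, 0 and 0). It called 1540 genes across stages on MYb65 over all 64 libraries, against 543. The larval and adult change differed for 71 and 72 genes over the libraries of the paper, against 26 and 26, and for 1202 and 1411 over all 64. In at least 1 of the 12 comparisons it called 1028 and 728 genes over both sets. Its size factors in edgeR gave 2 at L3 (against 9) on MYb65 over all 64 libraries, while over those of the paper they gave 2 at Ad1 (against 1) on MYb71 and 3 at Ad7 (against 12) between the isolates.

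No filter on low counts gave, over the libraries of the paper, 170, 2 and 7 at L2, Ad1 and Ad3 (against 94, 1 and 2) on MYb71 and 131, 2, 14 and 58 at L2, Ad1, Ad3 and Ad7 (against 67, 1, 1 and 28) on MYb65, and 322 genes in at least 1 comparison against 177. All 64 libraries gave 4 and 29 at L3 and L4 (against 10 and 13) on MYb71 and 1 and 30 at L3 and Ad3 (against 9 and 12) on MYb65. The mixture then differed from OP50 in 14 and 18 at L3 and Ad3 (against 22 and 35), and from the mean of the isolates in 2 at Ad7 (against 0). The larval and adult difference then numbered 14 and 14 genes over the libraries of the paper and 387 and 176 over all 64. A log2 change of at least 1 was met over all 64 libraries by 13 at Ad3 (against 20) on MYb71, 7 and 41 at Ad3 and Ad7 (against 12 and 69) on MYb65, and across stages by 1061 and 263 genes. In the libraries of the paper 259 and 236 genes met it across stages.

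Taking all 3 groups of a stage, not every same-numbered pair of the libraries of the paper deviated together at r over 0.1 outside L4. At L2, L3, Ad1, Ad3 and Ad7 5, 5, 6, 3 and 5 of 7 pairs did (median r = 0.12, 0.366, 0.409, -0.0351 and 0.166, against -0.0395, -0.134, -0.054, -0.00776 and -0.0421 for other pairs), which hints at a pairing at most of these stages. The paper describes replicates from separate runs and treatments handled side by side, and does not tie the numbers to the runs. Numbers 3 and 4 may stand for the same run in part of the groups, in which case the block splits that run. Over all 64 libraries 34 of 57 pairs were over 0.1, those of L4 included. With the replicate number as a replicate block, the libraries of the paper gave 426, 103, 1, 80 and 12 at L2, L3, L4, Ad1 and Ad3 (against 94, 44, 7, 1 and 2) on MYb71, 268, 51, 10 and 47 at L2, Ad1, Ad3 and Ad7 (against 67, 1, 1 and 28) on MYb65 and 7 at Ad7 (against 12) between the isolates. In all 64 libraries the replicate block left 8, 0 and 7 at L2, L3 and Ad3 (against 21, 10 and 20) on MYb71, 1, 0 and 0 at L2, L3 and Ad3 (against 5, 9 and 12) on MYb65 and 0 and 9 at Ad1 and Ad7 (against 2 and 22) between the isolates. The mixture then differed from OP50 in 0, 6 and 12 at L3, L4 and Ad3 (against 22, 12 and 35). Across stages on MYb71 it gave 1028 genes over the libraries of the paper and 941 over all 64. The larval and adult difference numbered 17 genes on MYb65 over the libraries of the paper, and 306 and 108 on MYb71 and MYb65 over all 64. In at least 1 comparison 628 genes changed over the libraries of the paper. Where the numbers pair the groups compared, the block changed no other count of calls by over 1.5 times.

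A single model of all 18 groups gave, over the libraries of the paper, 54, 218, 75, 94, 15 and 15 from L2 to Ad7 (against 94, 44, 7, 1, 2 and 47) on MYb71 and 27, 145, 75, 57, 23 and 6 from L2 to Ad7 (against 67, 60, 7, 1, 1 and 28) on MYb65. All 64 libraries gave by it 2517, 3609, 68, 81, 12 and 14 from L2 to Ad7 (against 21, 10, 13, 0, 20 and 74) on MYb71 and 724, 1479, 43, 45 and 7 at L2, L3, L4, Ad1 and Ad7 (against 5, 9, 6, 0 and 69) on MYb65. In at least 1 comparison it called 396 and 4348 genes. Only the groups compared in the model gave, over the libraries of the paper, 57, 3, 3, 7 and 18 at L2, L3, L4, Ad3 and Ad7 (against 94, 44, 7, 2 and 47) on MYb71 and 1, 0 and 4 at L4, Ad3 and Ad7 (against 7, 1 and 28) on MYb65. All 64 libraries then gave 11, 1, 8, 4 and 41 at L2, L3, L4, Ad1 and Ad7 (against 21, 10, 13, 0 and 74) on MYb71, 1, 0, 1, 0 and 20 at L2, L3, L4, Ad3 and Ad7 (against 5, 9, 6, 12 and 69) on MYb65 and 0 and 72 at Ad1 and Ad7 (against 2 and 22) between the isolates. Replicates 1 to 3 alone gave 4, 0, 5, 4 and 33 at L2, L3, L4, Ad3 and Ad7 (against 21, 10, 13, 20 and 74) on MYb71, 0, 1, 2 and 24 at L3, Ad1, Ad3 and Ad7 (against 9, 0, 12 and 69) on MYb65 and 0 and 2 at Ad1 and Ad7 (against 2 and 22) between the isolates. With the libraries of conflicting stage labels placed by the title, MYb65 at L2 and L3 gave 12 and 0 genes, and without them 0 at L3. With L2 left out, the larval and adult change differed for 11 genes on MYb71 over the libraries of the paper and for 19 and 22 on MYb71 and MYb65 over all 64. With Ad7 left out it differed for 15 and 16, and 241 and 68.

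Of the gene lists, 7 and 7 passed on MYb71 and MYb65 across stages with an estimated correlation over the libraries of the paper, and 4 and 5 over all 64, against 19 and 16, and 19 and 17. With fry 12 passed on MYb71 over the libraries of the paper, and 12 and 10 over all 64. Among the genes of Table S1, which the study chose on these samples, the coefficient between the isolates was 0.922, 0.912 and 0.82 at L2, L3 and Ad7 over the libraries of the paper and 0.934, 0.865 and 0.81 at L4, Ad1 and Ad7 (against 0.802, 0.695 and 0.551) over all 64. With the OP50 libraries split between the isolates it was 0.206 and 0.205 at L2 and L3 (against 0.921 and 0.924) over all 64.

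Leaving out each library in turn moved most counts of edgeR. Those changed on MYb71 over the libraries of the paper ranged at L2 from 33 (without MYb71 replicate 2) to 875 (without MYb71 replicate 4), at L3 from 1 (without MYb71 replicate 2) to 82 (without OP50 replicate 4) and at L4 from 0 (without MYb71 replicate 1 or 4) to 22 (without OP50 replicate 3). They ranged at Ad1 from 0 (without OP50 replicate 1 or 2 or MYb71 replicate 2) to 84 (without OP50 replicate 3), at Ad3 from 0 (without any of 5 libraries) to 37 (without OP50 replicate 3) and at Ad7 from 5 (without MYb71 replicate 1) to 72 (without OP50 replicate 1). On MYb65 they ranged at L2 from 5 (without MYb65 replicate 1) to 216 (without MYb71 replicate 4), at L3 from 2 (without MYb65 replicate 1 or 2) to 78 (without MYb71 replicate 4) and at L4 from 0 (without MYb65 replicate 1) to 17 (without OP50 replicate 3). They then ranged at Ad1 from 0 (without OP50 replicate 1 or 2 or MYb65 replicate 1) to 33 (without OP50 replicate 3), at Ad3 from 0 (without any of 6 libraries) to 51 (without OP50 replicate 3) and at Ad7 from 6 (without MYb65 replicate 4) to 50 (without OP50 replicate 3). Between the isolates they ranged at Ad3 from 0 (without MYb71 replicate 2 or 4 or MYb65 replicate 2) to 3 (without OP50 replicate 3) and at Ad7 from 0 (without MYb71 replicate 2 or 4) to 16 (without OP50 replicate 1).

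The genes changed on MYb71 over all 64 libraries ranged at L2 from 4 (without MYb71 replicate 1) to 152 (without OP50 replicate 3), at L3 from 0 (without MYb71 replicate 4) to 73 (without OP50 replicate 3) and at L4 from 5 (without OP50 replicate 2 or MYb71 replicate 4) to 48 (without OP50 replicate 3). In adults they ranged at Ad1 from 0 (without any of 8 libraries) to 167 (without OP50 replicate 3), at Ad3 from 1 (without OP50 replicate 1 or 2) to 74 (without OP50 replicate 3) and at Ad7 from 42 (without MYb71 replicate 4) to 98 (without OP50 replicate 1). The genes changed on MYb65 ranged at L2 from 0 (without MYb65 replicate 1 or 2) to 82 (without OP50 replicate 3), at L3 from 0 (without any of 9 libraries) to 76 (without OP50 replicate 3) and at L4 from 3 (without MYb65 replicate 2) to 29 (without OP50 replicate 3). In adults these ranged at Ad1 from 0 (without any of 8 libraries) to 63 (without OP50 replicate 3), at Ad3 from 1 (without any of 4 libraries) to 73 (without OP50 replicate 3) and at Ad7 from 33 (without MYb65 replicate 1) to 133 (without OP50 replicate 3). Between the isolates they ranged at Ad1 from 0 (without any of 8 libraries) to 2 (without MYb65 replicate 1 or 4 or OP50 replicate 3) and at Ad7 from 6 (without MYb71 replicate 2 or MYb65 replicate 4) to 62 (without OP50 replicate 1). For the mixture against OP50 the counts ranged at L2 from 9 (without Mix replicate 2 or 3) to 11 (without Mix replicate 1), at L3 from 0 (without Mix replicate 2 or 3) to 2 (without Mix replicate 1), at L4 from 3 (without Mix replicate 1) to 5 (without Mix replicate 3), at Ad3 from 3 (without Mix replicate 3) to 8 (without Mix replicate 2) and at Ad7 from 30 (without Mix replicate 2) to 44 (without Mix replicate 1).

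Without the libraries of 1 replicate number, the genes changed across stages ranged from 188 (without replicate 2) to 1008 (without replicate 3) on MYb71 and from 136 (without replicate 1) to 732 (without replicate 3) on MYb65 over the libraries of the paper. Over all 64 they ranged from 250 (without replicate 1) to 2180 (without replicate 4) and from 138 (without replicate 1) to 732 (without replicate 3). The larval and adult change differed for 1 (without replicate 1) to 55 (without replicate 3) genes on MYb71 and 1 (without replicate 1) to 33 (without replicate 3) on MYb65 over the libraries of the paper, and for 5 (without replicate 2) to 765 (without replicate 4) and 0 (without replicate 1) to 1061 (without replicate 4) over all 64.

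Genes of yolk, oocytes and eggshell that passed as lower on MYb71 across stages over all 64 libraries turned in direction without the pair of adult-like OP50 libraries. Their log2 fold changes were then 0.22 for vit-2, 0.09 for vit-3, 0.24 for vit-5, 0.30 for vit-6, 0.21 for cbd-1, 0.18 for puf-5, 0.07 for perm-2, 0.04 for perm-4, 0.01 for pie-1 and 0.06 for egg-1, and 0 for egg-2. Without replicate 3 they were 0.39 for vit-2, 0.21 for vit-3, 0.40 for vit-5, 0.39 for vit-6, 0.24 for cbd-1, 0.25 for puf-5, 0.11 for perm-2, 0.02 for perm-4, 0.03 for pie-1 and 0.06 for egg-1. Leaving out another replicate number gave at the lowest -3.54 for vit-2, -3.42 for vit-3, -4 for vit-5, -3.61 for vit-6, -2.95 for cbd-1, -3.85 for puf-5, -4.22 for perm-2, -4.45 for perm-4, -2.25 for pie-1 and -3.39 for egg-1, without replicate 2 for perm-4 and egg-1 and without replicate 1 for the others.

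Other splits of the same libraries were tested for each count. Across stages, 25 splits were compared, 24 of them drawn at random. A share under 0.05 is here the real split alone, the smallest share possible. No correction was made over the many such tests, so it does not exclude chance. Over the libraries of the paper the share was under 0.05 for 659 genes on MYb71 (1 split as large, the highest other 2). It was so too for 586 on MYb65 (1 split, the highest other 13). With 64 libraries it was under 0.05 for 2808 genes on MYb71 (1 split, the highest other 2008). It was not for 543 on MYb65 (3 splits, the highest other 2787). The large counts of other splits there, on MYb71 as well, point to a structure of the samples. The 2808 genes were 697 without the libraries labelled OP50 L2 and L3 replicate 3 and 941 with the replicate number as a block. Within stages over the libraries of the paper there are 10 splits, too few for a share under 0.05. On MYb71 the real and the highest other counts were 94 and 0 at L2, 44 and 0 at L3, 7 and 0 at L4, 1 and 0 at Ad1, 2 and 1 at Ad3 and 47 and 0 at Ad7. On MYb65 they were 60 and 0 at L3, 7 and 0 at L4, 1 and 5526 at Ad1, 1 and 70 at Ad3 and 28 and 200 at Ad7. Between the isolates they were 0 and 0 at L3, L4 and Ad1, 2 and 0 at Ad3 and 12 and 0 at Ad7. The split of OP50 replicates 1 and 2 and MYb65 replicate 2 at Ad1 against OP50 replicate 3 and MYb65 replicates 1 and 4 gave the 5526 genes, which points to a structure of the samples, as do the counts at Ad3 and Ad7.

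With 35 splits over all 64 libraries, the share of splits as large was under 0.05 on MYb71 at L2 (21 genes, the highest other 2), L3 (10 and 0), L4 (13 and 0), Ad3 (20 and 0) and Ad7 (74 and 9). On MYb65 the share was under 0.05 at Ad3 (12 and 3) and Ad7 (69 and 1), and not at L3 (9 and 17, with 2 splits as large). At L4 on MYb65 the 10 splits are too few for a share under 0.05 (6 and 0). All these splits exchange libraries whatever their number. They do not allow for a pairing such as that of MYb65 with OP50 at Ad7 over these libraries. Between the isolates the share was under 0.05 at Ad7 (22 and 3), and not at Ad1 (2 and 5, with 2 splits as large) or Ad3 (2 and 3, with 2 splits as large). Where the real count is 0, all 35 splits are as large by construction and say nothing of chance. This holds for MYb71 at Ad1 (the highest other 0), for the isolates at L3 and L4 (0 and 0) and for MYb65 at Ad1 (5452, with the split named above and MYb65 replicate 3 on its first side).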

Differences from the paper's values

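The text of the paper names no threshold for its test, so each count here, at an adjusted p under 0.05 from edgeR and with no minimum fold, stands beside a count of the paper made at a threshold that is not known. The restriction to the libraries of the paper, the exclusion of the libraries labelled OP50 L2 and L3 replicate 3 and, for the genes changed in at least 1 comparison and for single genes, the single model of all 18 groups were chosen only after the values were seen, and the other alternatives were set before the data were examined.

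The paper's number of genes that changed in at least 1 of the 12 comparisons with OP50 is 893. It was 177 here over the libraries of the paper and 135 over all 64 libraries. Of the alternatives set before the data were examined, DESeq2 comes within 1.5 times of the paper's value over all 64 libraries, with 728 genes. Adjustment over the 12 comparisons together (102 genes), a log2 change of at least 1 (96), no filter on low counts (179) and the replicate block (105) do not. Of the 728 genes of DESeq2, 434 are among the 893 of Table S1, and the other genes of that table are dropped. In the libraries of the paper, a set chosen after seeing the values, DESeq2 with 1028 genes and the replicate block with 628 come within 1.5 times, and they call 627 and 372 of the 893 genes of Table S1 and drop the others. There adjustment over the 12 comparisons (128), a log2 change of at least 1 (162) and no filter (322) do not. The model of all 18 groups gave 396 genes in the libraries of the paper and 4348 over all 64, and the exclusion of the pair of OP50 libraries gave 294.

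For the genes that respond to Ochrobactrum irrespective of time, the paper's numbers are 71 on MYb71, 65 on MYb237, 86 on either and 50 on both. Here 659 changed on MYb71, 586 on MYb65, 845 on either and 400 on both over the libraries of the paper. From the 64 libraries together the numbers were 2808, 543, 2882 and 469. None of the alternatives run without a minimum fold comes within 1.5 times of the paper's numbers. The lowest counts were those without replicate 1 of every group on MYb65, either isolate and both (136, 216 and 110 over the libraries of the paper and 138, 269 and 119 over all 64). On MYb71 the lowest were 188 without replicate 2 over the libraries of the paper and 250 without replicate 1 over all 64. A log2 change of at least 1 was met by 333 and 1107 genes on either isolate over both sets. This minimum together with the exclusion of replicate 1 of every group, a combination chosen after seeing the values, comes within 1.5 times of the paper's value on MYb65, with 91 genes over the libraries of the paper and 97 over all 64, and drops 14 and 18 of the 65 genes that the paper marks. For MYb71, either isolate and both, no alternative run with this minimum does.

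The paper gives 6 genes with a more than 2-fold change, taken from those of this group that it calls consistently up- or down-regulated. Its text does not say how this fold was taken over the stages. Of all genes of Table S2, 62 passed the test and changed by more than 2-fold on both isolates over the libraries of the paper and 61 over all 64. These are of a single fold across stages, which may be another measure than that of the paper. No alternative comes within 1.5 times of the paper's value, with 51 (without replicate 1) to 71 (without replicate 3) over the libraries of the paper and 46 to 71 over all 64, without the same replicates. The 6 genes of the paper are all among these over each set.

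Principal component 2 holds about 11% of the variation in Fig. 1C,D, read by eye, and held 22.93% here over the libraries of the paper and 22.22% over all 64. Of the alternatives set before the data were examined, genes scaled to equal variance come within 1.5 times of the value of the paper, with 14.38% and 14.05%. The 500 most variable genes (24.38% and 24.25%), the variance stabilizing transformation (21.33% and 20.62%), the libraries of the mixture included (23.1% and 22.49%) and the libraries of conflicting labels left out (22.72% and 22.03%) do not.

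The paper's R2 of transcripts and proteins among targets of ELT-2 is 0.88 on MYb237 and 0.77 on MYb71. It was 0.648 on MYb65 and 0.681 on MYb71 over the libraries of the paper, and 0.705 and 0.676 over all mapped libraries, in a set of genes that may be wider than the one of the paper.

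The paper states that 4 lectin genes changed significantly as transcripts at Ad1, clec-63 and clec-65 upward and clec-47 and clec-218 downward. None of them passed in edgeR at this stage over either set of libraries, and clec-218 had a log2 fold change of 0.02 on MYb71 over the libraries of the paper. Across stages clec-47 and clec-218 fell on both isolates and clec-63 and clec-65 rose on MYb65, and clec-63 rose on MYb71 as well over all 64 libraries. At Ad1 clec-47 passed in DESeq2 on MYb71 over the libraries of the paper (adjusted p = 0.029) and on both isolates over all mapped libraries (0.00152 and 0.0223), and without OP50 replicate 3 on MYb71 over the latter (0.0246). On MYb71 clec-47 had adjusted p from 0.029 to 1 over its alternatives in the libraries of the paper and from 0.00152 to 1 in all mapped libraries, and on MYb65 from 0.0885 to 1 and from 0.0223 to 1. No alternative, the model of 18 groups included, called clec-63, clec-65 or clec-218 at Ad1. The paper also names spp-3 and spp-5 as higher in its transcriptome. Neither passed at Ad1 in edgeR, and both rose across stages on both isolates. DESeq2 called spp-3 on MYb65 at Ad1 over all mapped libraries (adjusted p = 0.0292, with adjusted p from 0.0292 to 1 over its alternatives), and no alternative called spp-5 there.

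The paper gives acdh-1 as lower at Ad1 in the presence of both isolates. Its transcripts lay below those on OP50 here as well, but did not pass in edgeR at this stage. In the libraries of the paper they passed with the replicate block (adjusted p = 0.0353 on MYb71 and 0.0358 on MYb65) and in the model of 18 groups (0.00253 and 3.18e-04), with adjusted p from 0.00253 to 1 and from 3.18e-04 to 1 over the alternatives of acdh-1. In all mapped libraries they passed in DESeq2 (5.29e-04 and 4.34e-05), in the model of 18 groups (2.59e-04 and 5.66e-05) and without OP50 replicate 3 (0.0251 and 0.0344), with adjusted p from 2.59e-04 to 1 on MYb71 and from 4.34e-05 to 1 on MYb65.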

Other observations

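The division of the OP50 libraries across stages and its covariance, the model of the mixture across stages and the values without the libraries labelled OP50 L2 and L3 replicate 3 were chosen only after the result was seen, as were all alternatives run on the libraries of the paper and those for genes that differ between the isolates, the values without MYb65 Ad7 replicate 1 and the tests with separate components. The genes Y102A5C.5, Y102A5C.35, Y102A5C.36 and F31C3.8 were chosen for naming after their values were seen.

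Digestive proteases changed in both directions across stages. The aspartic protease gene asp-13 fell by 1.42 on MYb71 and 1.48 on MYb65 in log2 (adjusted p = 1.37e-05 and 9.92e-06 from edgeR), and the cathepsin B gene cpr-8 rose by 0.93 and 1.14 (adjusted p = 1.71e-04 and 5.68e-06). On MYb71 the former call was lost without replicate 1 (adjusted p = 0.0625, with adjusted p from 5.82e-10 to 0.0625 over its alternatives) and the latter without replicate 2 (adjusted p = 0.0562, with adjusted p from 1.89e-06 to 0.0562). Of 26 lysosomal and digestive proteases 5 rose and 2 fell on MYb71 and 8 rose and 1 fell on MYb65 (7 and 2, and 9 and 3, adjusted over the list alone, and 8 and 4, and 8 and 2, from all 64 libraries). As a list they lay above all other genes on MYb65 (adjusted p = 0.0168 with an estimated correlation), and on MYb71 the call was lost (adjusted p = 0.0909 with an estimated correlation). Without replicate 1 of every group 2 rose and 1 fell on MYb71 and 3 and 1 on MYb65, and without replicate 2 the numbers were 2 and 1, and 4 and 1. Without replicate 4, 3 rose and 2 fell on MYb71. Ribosomal proteins had a median log2 fold change of -0.29 on MYb71 and -0.26 on MYb65 over 77 genes, of which 22 and 7 fell and 0 rose (56 and 50 fell adjusted over the list alone). Among them rpl-36 fell by 0.37 and 0.33 (adjusted p = 0.00198 and 0.0102), with adjusted p from 3.14e-04 to 0.242 and from 0.00188 to 0.426 over its alternatives. Not 1 ribosomal gene passed without replicate 1 or without replicate 2, while 39 and 16 fell without replicate 3, 18 and 2 without replicate 4, 42 and 19 with the replicate number as a block, and DESeq2 called 26 and 12. The call of the list was lost (adjusted p = 0.0585 on MYb71 and 0.16 on MYb65 with an estimated correlation). Taking all 64 libraries, 1 and 0 of these genes fell in edgeR, with 19 and 5 at an unadjusted p under 0.05 and 5 and 1 called by DESeq2, and the call of the list was again lost (adjusted p = 0.762 and 0.795 with an estimated correlation). Sperm genes had a median of 0.45 on MYb71 and 1.39 on MYb65 over 46 genes, of which 0 and 1 rose and 0 fell in edgeR (0 and 36 rose adjusted over the list alone). The gene that passed was msp-10, a major sperm protein gene, at 1.95 (adjusted p = 0.0485, with adjusted p from 0.0408 to 0.984 over its alternatives). At an unadjusted p under 0.05 there were 0 and 40 sperm genes, DESeq2 called 0 and 0, and the call of the list was lost (adjusted p = 0.849 on MYb71 and 0.717 on MYb65 with an estimated correlation). The library MYb65 Ad7 replicate 1 had a mean log2 CPM of sperm genes of 1.05, against -2.61 to -2.30 in the others of its group, and without it the median on MYb65 was 1.18 and 0 sperm genes passed in edgeR, with 22 at an unadjusted p under 0.05. Without the libraries numbered 1, 2, 3 or 4 no sperm gene passed, nor from all 64 libraries, where 1 and 2 had an unadjusted p under 0.05 and DESeq2 called 1 and 1.

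The neighbouring genes Y102A5C.5 and Y102A5C.6, which lie on chromosome V of WBcel235 from 16928328 to 16928999 and from 16929167 to 16930063 and are annotated as pseudogenes, went in opposite directions on the isolates. Across stages Y102A5C.5 fell by 0.95 on MYb71 and rose by 1.00 on MYb65 (adjusted p = 2.64e-07 and 4.31e-08), and Y102A5C.6 fell by 0.66 and rose by 0.77 (adjusted p = 3.63e-04 and 3.63e-05). Tested between the isolates, they differed by -1.95 and -1.44 (adjusted p = 2.53e-16 and 8.09e-11), and both of these calls stood in all 9 alternatives run on the libraries of the paper and all 11 run on the 64 libraries. From the 64 libraries the value of Y102A5C.5 on MYb65 was 0.66 and did not pass (adjusted p = 0.0833). The adjacent Y102A5C.36 and Y102A5C.35 differed between the isolates by -1.41 and -1.27 (adjusted p = 4.98e-05 and 0.04). The former call was lost without replicate 2 (adjusted p = 0.0524, with adjusted p from 1.09e-07 to 0.0524 over its alternatives). The latter was lost without replicate 1 (adjusted p = 1), without replicate 2 (0.999) and with no filter on low counts (0.106), with adjusted p from 0.0241 to 1. On the mixture, Y102A5C.5 stood above MYb71 by 0.98 and differed from MYb65 by -0.97 (adjusted p = 4.41e-07 and 2.63e-07), and Y102A5C.6 by 0.73 and -0.70 (adjusted p = 8.25e-04 and 0.00248). With the 64 libraries the first of these differences, 0.91 for Y102A5C.5, did not pass (adjusted p = 0.117). Reads of these genes may fit relatives as well, which was not tested, and over the alternatives the difference of Y102A5C.5 between the isolates lay from -2.23 to -1.83. Worms on the mixture differed from those on OP50 across stages in acdh-1, which fell by 9.44 in log2, cth-1 by 3.51, clec-258 by 7.05 and nhr-68 by 2.13, and in nspg-7.2, which rose by 4.23, asp-8 by 1.67 and cbs-1 by 1.00 (adjusted p at most 1.46e-04). Against the mean of both isolates 2 genes were higher on the mixture and 0 lower in edgeR, with 728 at an unadjusted p under 0.05, and DESeq2 was not run across stages. They were fil-2 by 1.83 (adjusted p = 4.52e-05) and F31C3.8, annotated as a ribosomal RNA gene, by 5.33 (adjusted p = 0.00293), and by 1.46 and 4.90 from the 64 libraries (adjusted p = 0.0173 and 0.00117). These models of the mixture were not repeated without single libraries.

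Targets of DAF-16, the transcription factor of insulin signalling, went both ways. Of 12 genes 1 rose and 1 fell on MYb71 and 2 rose and 1 fell on MYb65 (3 and 2, and 2 and 2, adjusted over the list alone, and 2 and 4, and 2 and 2, from all 64 libraries). The catalase gene ctl-2 rose by 0.43 and 0.38, the fatty acid desaturase gene fat-7 fell by 1.94 on MYb71 and the metallothionein gene mtl-1 fell by 1.51 on MYb65 (adjusted p from 3.02e-05 to 0.259 and from 0.00104 to 0.514 for ctl-2, from 1.24e-07 to 0.12 for fat-7 and from 0.00544 to 0.586 for mtl-1 over the alternatives). None of the 12 passed without replicate 1, and without replicate 2 the only one was a gene that fell on MYb71. The medians were 0.08 and 0.02 and the means -0.17 and -0.19, and the set test pointed up without passing. Of 15 transcription factors pqm-1 rose on MYb65 by 0.54 (adjusted p = 0.0426, with adjusted p from 0.0173 to 0.984 over its alternatives), and 0 passed on MYb71 in edgeR (1 at an unadjusted p under 0.05, 0 called by DESeq2, and the same numbers past the test adjusted over the list alone). The rise of pqm-1 was lost without replicate 1 (adjusted p = 0.984) or 2 (0.106) and with no filter on low counts (0.0696), and the call of the list on MYb65 was lost (adjusted p = 0.717 with an estimated correlation). Not past the test on either isolate were elt-2 (0.08 and 0.07), hlh-30 (0.22 and 0.18), daf-16 (0.17 and 0.18) and lin-35 (-0.01 and 0.00). Among 6 mitochondrial chaperones timm-23 alone passed on each isolate and fell by 0.28 and 0.31 (2 and 3 genes fell adjusted over the list alone), and the call of the list on MYb71 was lost (adjusted p = 0.147 with an estimated correlation). Its fall was lost without replicate 1 (adjusted p = 0.937 and 0.918) or 4 (0.0531 and 0.0521), and on MYb71 also without replicate 2 (0.158), with adjusted p from 0.00969 to 0.937 and from 0.00734 to 0.918 over its alternatives.

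Markers of other tissues changed little when the libraries of the paper were taken. Of 12 genes of the intestine 2 rose and 1 fell on MYb71 and 1 rose and 1 fell on MYb65 (2 and 1 on each isolate adjusted over the list alone), with medians of 0.01 and 0.07 beside means of -0.20 and -0.16. The esterase gene ges-1 rose by 0.39 and 0.39, a call lost without replicate 1 (adjusted p = 0.107 and 0.362), on MYb71 without replicate 2 (0.0605) and on MYb65 with no filter on low counts (0.0602), with adjusted p from 0.00132 to 0.107 and from 0.0031 to 0.362. Of 40 embryo genes sdz-24 alone rose on each isolate and 0 fell (1 and 1 rose adjusted over the list alone). Of 170 collagen and molting genes col-165 alone fell on MYb65 (0 and 0 adjusted over the list alone), a call lost without replicate 1 (adjusted p = 0.232), 2 (0.161), 3 (0.167) or 4 (0.105), with adjusted p from 0.0297 to 0.232. On MYb71 0 collagen genes passed in edgeR, 3 had an unadjusted p under 0.05 and DESeq2 called 0. Of 6 vitellogenin, 16 germline, 10 muscle, 10 neuron, 25 autophagy and 6 heat shock genes 0 rose and 0 fell in edgeR (the same numbers adjusted over the list alone). An unadjusted p under 0.05 was seen among them for 3 autophagy genes and 1 neuron gene on MYb65 and 0 on MYb71, and DESeq2 called 0. The 64 libraries gave 6 vitellogenin, 15 germline, 8 embryo and 15 collagen genes that fell on MYb71. Of each of these 0 fell in edgeR without replicate 1, 2 or 3, or without the libraries labelled OP50 L2 and L3 replicate 3, and 1, 3, 2 and 4 without replicate 4. From these libraries the call of the germline genes was lost (adjusted p = 0.762 on MYb71 and 0.717 on MYb65 with an estimated correlation). So were those of muscle (adjusted p = 0.485 and 0.652 with an estimated correlation), intestine (0.543 and 0.717), neurons (0.639 on MYb71), collagens (0.763 on MYb71) and embryo genes (0.717 on MYb65).

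Median, mean and set test differed in sign for further lists. The median and mean were 0.11 and -0.10 on MYb71 and 0.06 and -0.23 on MYb65 for lysozymes, with the set test pointing up. They were 0.04 and -0.38 for fatty acid beta-oxidation on MYb71, with the test pointing down, and 0.13 and -0.24 on MYb65, with the test pointing up. For B12-dependent propionate breakdown on MYb71 they were 0.10 and -0.06, for collagens on MYb71 -0.04 and 0.00 and for intestine as given above, all with the test pointing up. On MYb65 they were 0.01 and -0.11 for UDP-glucuronosyltransferases, 0.03 and -0.14 for heat shock genes, 0.01 and -0.01 for neurons and -0.01 and 0.03 for glycolysis, with the test pointing down. On MYb71 genes of tryptophan metabolism had a median of -0.03 and a mean of -0.02 while the test pointed up.

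The CPM of acdh-1 in OP50 worms from L4 to Ad7 was 1750, 1340, 692 and 299 in replicate 1, 1880, 1280, 553 and 165 in replicate 2 and 270, 10.7, 13.9 and 18.3 in replicate 3.

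Fold changes of MYb71 and MYb65 against OP50 correlated over all genes with r = 0.743 across stages, where genes are not independent replicates. A shift along the course of the mixture libraries from L3 to Ad1 is argued against at L4 as the whole of it, where r was 0.843 and stood at 0.847 after this component was removed, with which the fold changes correlated at 0.145 on MYb71 and 0.042 on MYb65. Genes that peak at L4 escape that component, and with separate components from L3 to L4 and from L4 to Ad1 (multiple R = 0.352 and 0.116) r stood at 0.863. The fold changes followed such a course more closely at Ad1 (-0.292 on MYb71 and -0.548 on MYb65, from L4 to Ad3) and Ad3 (-0.342 and -0.286, from Ad1 to Ad7). There r was 0.808 and 0.772 and stood at 0.81 and 0.749 after removal. Whether the OP50 libraries that both comparisons share account for part of it stays open. With replicate 1 of OP50 serving 1 isolate and the other replicates the other, the median r was 0.323, which the noise of fewer OP50 libraries lowers as well, and the covariance was 0.0583 and 0.112, against 0.139 with shared libraries. A response common to both isolates stays open as a hypothesis and was not tested apart from these values.

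Genes of the propionate shunt and of the methionine cycle, 16 in all, had a median log2 fold change of -0.96 across stages. Their median over the 12 comparisons was -0.77 and stood at -0.77 after the course of development of the mixture libraries was removed. The same value stood with separate components towards the stages before and after. This cannot decide on a shift in development, since shunt genes are already low on the mixture and hardly follow that course. In replicate 1 on the mixture, hphd-1 had a CPM of 36.3 at L3 and 35.2 at Ad7, against 1270 and 107 on OP50. The deep sequencing of OP50 replicate 1 is argued against as the cause, since the median across stages stood at -0.97 without replicate 1. Reads shared between related genes were not tested. A response to the bacterium in the diet, which the design names, stays open as a hypothesis.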
